# Ten-eleven translocation-2-mediated macrophage activation promotes liver regeneration

**DOI:** 10.1186/s12964-023-01407-7

**Published:** 2024-02-02

**Authors:** Yiyuan Chen, Lijun Meng, Nan Xu, Huan Chen, Xuyong Wei, Di Lu, Shuai Wang, Xiao Xu

**Keywords:** Macrophage, Inflammation, Liver regeneration, Tet2, Hepatocellular carcinoma

## Abstract

**Background:**

The remarkable regenerative capacity of the liver enables recovery after radical Hepatocellular carcinoma (HCC) resection. After resection, macrophages secrete interleukin 6 and hepatocyte growth factors to promote liver regeneration. Ten-eleven translocation-2 (Tet2) DNA dioxygenase regulates pro-inflammatory factor secretion in macrophages. In this study, we explored the role of Tet2 in macrophages and its function independent of its enzymatic activity in liver regeneration.

**Methods:**

The model of liver regeneration after 70% partial hepatectomy (PHx) is a classic universal model for studying reparative processes in the liver. Mice were euthanized at 0, 24, and 48 h after PHx. Enzyme-linked immunosorbent assays, quantitative reverse transcription-polymerase chain reaction, western blotting, immunofluorescence analysis, and flow cytometry were performed to explore immune cell infiltration and liver regenerative capability. Molecular dynamics simulations were performed to study the interaction between Tet2 and signal transducer and activator of transcription 1 (Stat1).

**Results:**

Tet2 in macrophages negatively regulated liver regeneration in the partial hepatectomy mice model. Tet2 interacted with Stat1, inhibiting the expression of proinflammatory factors and suppressing liver regeneration. The Tet2 inhibitor attenuated the interaction between Stat1 and Tet2, enhanced Stat1 phosphorylation, and promoted hepatocyte proliferation. The proliferative function of the Tet2 inhibitor relied on macrophages and did not affect hepatocytes directly.

**Conclusion:**

Our findings underscore that Tet2 in macrophages negatively regulates liver regeneration by interacting with Stat1. Targeting Tet2 in macrophages promotes liver regeneration and function after a hepatectomy, presenting a novel target to promote liver regeneration and function.

**Graphical Abstract:**

Tet2 interacts with Stat1 in the cytoplasm and suppresses IFN-γ-induced macrophage activation. Tet2 inhibitor decreases the combination of Stat1 and Tet2, activating the macrophages through the Jak-Stat pathway. The activation of macrophages increases the transcription and translation of the IL-6 and promotes liver regeneration.

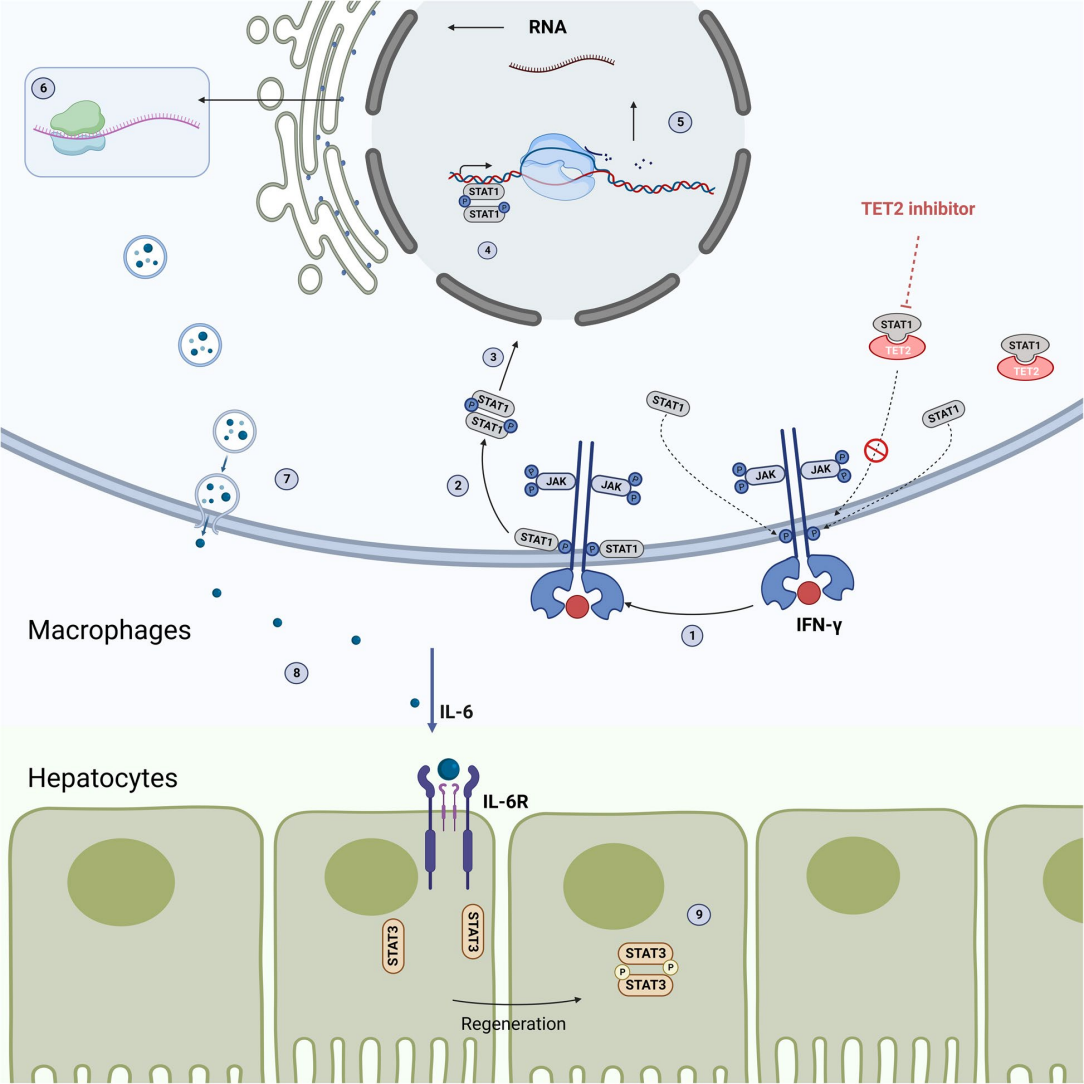

Video Abstract

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-023-01407-7.

## Background

HCC is the most prevalent primary liver cancer, representing 75–85% of cases [1]. Surgical resection and transplantation are key treatments for early-stage HCC, the 5 years survival rate is achieving 70% [2]. Severe liver injury with fibrosis or steatosis hampers regeneration [3]. Unsuitable liver remnants can cause small-for-size syndrome, leading to poor graft function, longer intensive care unit stays, and recipient death [4]. Therefore, a study on liver regeneration after hepatectomy is of great value.

Liver regeneration is tightly regulated by distinct signaling cascades involving innate immune system components, cytokines, and growth factors [5, 6]. Hepatic immune cells maintain local tissue homeostasis and systemic immunity [7, 8], and various immunotherapies have attempted to modulate the hepatic immune microenvironment to treat liver diseases [9–11].

Liver macrophages comprise ontogenically distinct populations, including resident macrophages (Kupffer cells, KCs) and monocyte-derived macrophages (MoMFs). KCs and MoMFs contribute to interleukin (IL)-6 production and directly promote liver proliferation via the IL-6- signal transducer and activator of transcription 3 (Stat3) pathway [12]. The early activation of KCs secretes IL-6 and hepatocyte growth factor (HGF) [13], accelerating the priming phase and the progression through the G1/S transition after the PHx model [14]. Other products, such as cytokines, chemokines, and reactive nitrogen and oxygen species also influence hepatocyte activity [15]. MoMFs are also beneficial for liver regeneration via transfer into the necrotic foci to phagocytose dead cell debris [16, 17]. When macrophages are depleted, liver regeneration is severely impaired after applying the PHx [18].

As the most canonically epigenetic modification, DNA methylation regulates transcription silencing and genome stability [19], essential for mammalian development [20]. Ten-eleven translocation (Tet) family members are critical enzymes in DNA methylation circulation and correlate with liver disease. Tet2 is a crucial regulator for normal hematopoiesis, especially myelopoiesis. Tet2 binds and recruits histone deacetylase (HDAC1/2) in an enzymatic activity-independent manner to facilitate histone deacetylation and suppress IL-6 and IL-1β expressions during inflammation resolution in innate myeloid cells and macrophages [21, 22].

In this study, we aimed to elucidate the mechanism of Tet2 in macrophages involved in liver regeneration.

## Materials and methods

### Animal experiments and ethics statement

Male C57BL/6 mice (6–8 weeks old) were obtained from the Model Animal Research Center of Nanjing University (Nanjing, China) and randomly assigned to each group of 10 mice. Animal experiments were performed following the Ethics Committee of the Institutional Animal Care and Use Committee (IACUC) (approval number: ZJCLA.ZJCLA-IACUC-20040151). As previously reported by Higgins and Anderson, a modified 70% PHx model was used to investigate and evaluate the complex physiology and pathology of the liver. PHx is a commonly used model in liver regeneration, and its structure is close to clinical liver recession. The model is stable, and the immediate PHx can be used as the starting point of the regeneration process. Mice were intraperitoneally injected with BobCat339 hydrochloride (BC339, 20 mg/kg, S6682, Selleck Chemicals, Houston, TX USA) every other day, one week before the 70% PHx. Mice PHx was performed using inhalation anesthesia with 5% isoflurane during induction and 3% isoflurane for maintenance. The right median (30%), left median (10%) and left lateral liver lobes (30%) were surgically removed while mice were under anesthesia. These lobes were ligated by manipulating each lobe into a preformed loop of silk and tying the loop at the base of each pedicle. The peak of the regeneration phase is 36–48 h in mice. Therefore, we euthanized mice 0, 24, and 48 h after PHx [23–25]. The lobes were weighed, and the liver-to-body weight ratio was calculated to delineate the increasing proportion of liver volume (liver-to-body weight ratio = liver weight/body weight, g/g).

### Depletion of macrophages, NK cells and B cells

Liver macrophages were depleted by intravenously injecting CL (40337ES10, YEASEN, Shanghai, China) at a dose of 50 mg/kg body weight 24 h before and once after PHx. As a control, mice were treated with phosphate-buffered saline (PBS) liposomes (40338ES10, YEASEN). Anti-mouse CD3ε antibody (145-2C11-BP0001-1, Bio X Cell, Lebanon, NH, USA) and anti-mouse NK1.1 antibody (PK136-BP0036, Bio X Cell) were used to deplete T and NK cells by intravenous injection at a dose of 200 µg 24 h before and once after PHx. Mice injected with rat IgG2a isotype control (BP0089, Bio X Cell) were used as controls.

### Cell culture

Primary hepatocytes were isolated from the livers 48 h after PHx and treated with 50 µmol/mL BC339 hydrochloride for 24 h. Mouse primary hepatocytes were isolated from the mice livers by modifying the collagenase method [26]. Livers were perfused with Hank’s balanced salt solution (H4641, Sigma-Aldrich, St. Louis, MO, USA) and washed at 5 mL/min using the portal vein before collagenase (0.025%) treatment. The trypan blue exclusion test was used to assess cell viability (> 60%). Hepatocytes were seeded at a density of 2 × 10^6^ cells/well (in 60-mm Petri dishes for RNA extraction) or 5 × 10^6^ cells/well (in 100-mm Petri dishes for metabolite concentration assays) in Dulbecco’s Modified Eagle Medium (DMEM) with Earle salts (Invitrogen, Waltham, MA, USA), supplemented with 10 g/mL streptomycin and 100 units/mL penicillin. After cell attachment (4 h), the medium was replaced by fresh DMEM for 24 h. The primary hepatocytes were incubated at 37 °C with 5% CO_2_ in a humidified incubator for 24 h, and growth was determined before any intervening measure.

Mouse primary peritoneal macrophages were elicited using a Thioglycolate medium (90,404, Millipore, German). Macrophages were cultured in RPMI 1640 medium containing 10% fetal bovine serum (Gibco, Billings, MT, USA) at 37 °C with 5% CO_2_ in a humidified incubator for 24 h. All culture media was supplemented with 1% penicillin and streptomycin. Macrophages were stimulated with IFN-γ (interferon gamma) for the indicated times (0, 15, 30, 90 min or 0, 3, 6, 9, 12, and 24 h) or with the concentrations (0, 10, 20, 40, 60, 80, and 100 ng/ml).

### Western blotting and immunoprecipitation

Cells were harvested and lysed on ice using cell lysis buffer (#9803, Cell Signaling Technology, CST, Danvers, MA, USA) for 30 min. The protein concentration was measured using a BCA kit (23,227, Thermo Fisher Scientific, Waltham, MA, USA), and protein samples were added to 5 × loading buffer (Beyotime, Jiangsu, China), boiled for 15 min, separated through 10% sodium dodecyl sulfate–polyacrylamide gel, transferred onto polyvinylidene difluoride membranes (Millipore, Burlington, MA, USA), incubated with the indicated primary antibodies at 4 °C overnight and incubated with secondary antibodies (1:2000, CST) for 1 h at room temperature. The signal was detected using an ECL kit (32,106, Thermo Fisher Scientific). The genes were normalized to glyceraldehyde-3-phosphate dehydrogenase (GAPDH) expression levels in each sample. The primary antibodies used were as follows: anti-Tet2 antibody (1:1000, ab124297, Abcam, Cambridge, UK); anti-Stat1 (1:1000, 14,994, CST), anti-pStat1 (Tyr701) (1:1000, 9167, CST), anti-Stat3 (1:1000, 4904, CST), anti-p-Stat3 (1:1000, 9145, CST), anti-Jak1 (1:1000, 3344, CST), anti-Jak2 (1:1000, 3230, CST), and anti-GAPDH (1:2000, ab181602, Abcam). For immunoprecipitation IP (IP) and co-IP assays, cells were lysed with cell lysis buffer (CST) on ice for 30 min and incubated with the indicated antibodies at 4 °C with rotation overnight. The supernatant was then incubated with 10 μL of magnetic beads at 4 °C with rotation for 1 h. The magnetic beads were washed thrice with cold NETN buffer using a magnetic separator (Millipore), followed by elution with 40 μL of protein lysis buffer. 5 × loading buffer (10 µL) was added, and the mixture was boiled for 15 min and subjected to western blotting.

### Quantitative real-time PCR

Total RNA was extracted using Trizol Reagent (Invitrogen) and reverse-transcribed into cDNA using the PrimeScriptTM RT Master Mix kit (Takara, Shiga, Japan). Quantitative real-time PCR (qRT-PCR) was performed using the Q6 real-time PCR system (Applied Biosystems, Waltham, MA USA) with SYBR Green Master Mix (Takara). The data were normalized to GAPDH expression levels. Each group had three biological replicates, and each sample had three technical replicates. The primers for qRT-PCR were designed as follows: Tet2: F: -5’AGAGAAGACAATCGAGAAGTCGG3’-, R: -5’CCTTCCGTACTCCCAAACTCAT3’-; Irf1: F: -5’ATGCCAATCACTCGAATGCG3’-, R: -5’CCTGCTTTGTATCGGCCTGT3’-; Ifit1: F: -5’CCAAGTGCTGCCGTCATTTTC3’-,R: -5’GTGCATCCCCAATGGGTTCT3’-; Cxcl10: F: -5’CCAAGTGCTGCCGTCATTTTC3’-, R: -5’GGCTCGCAGGGATGATTTCAA3’-; Sox9: F: -5’GAGCCGGATCTGAAGAGGGA3’-, R: -5’GCTTGACGTGTGGCTTGTTC3’-; Tert: F: -5’GCACTTTGGTTGCCCAATG3’-, R: -5’GCACGTTTCTCTCGTTGCG3’-; Lgr5:F: -5’CCTACTCGAAGACTTACCCAGT3’-, R: -5’GCATTGGGGTGAATGATAGCA3’-; IL-6: F: -5’ATGGCGTTACTGGATCTGTGC3’-, R: -5’CGCGGAGAAACTGTAGTGTCC3’-.

### Immunohistochemistry and immunofluorescence

Paraffin-embedded liver Sects. (4 µm thick) were used for immunohistochemistry (IHC) experiments. The sections were dewaxed, rehydrated, and quenched with 3% H_2_O_2_, followed by heat-induced epitope retrieval in 10 mM citrate buffer (pH 6) at 95 °C for 20 min. Nonspecific antigens were blocked with 1% BSA (cat: A7906, Sigma-Aldrich). Anti-Ki67 (1:500, ab15580, Abcam) and anti- Hnf4α antibodies (1:500, 3113S, CST) were incubated overnight at 4 °C. Goat-anti-rabbit fluorescein isothiocyanate-labeled IgG or goat-anti-mouse rhodamine IgG (1:200, Proteintech, Rosemont, IL, USA) were incubated at 4 °C for 2 h, followed by 4′,6-diamidino-2-phenylindole (DAPI) staining (Abcam) the cell nucleus. Slides were mounted and visualized using an OLYMPUS microscope.

Primary hepatocytes or macrophages were seeded in a cell culture dish for immunofluorescence experiments. The cells were fixed and permeabilized at 4 °C for 30 min. After incubation with anti-Tet2 (1:100, ab124297, Abcam), anti-Ki67 (1:100, ab15580, Abcam), and anti-Stat1 antibodies (1:100, 9176, CST) at 4 °C overnight, the cells were washed with PBS and stained with goat-anti-rabbit FITC-labeled IgG or goat-anti-mouse rhodamine IgG (1:200, Proteintech) at 4 °C for 2 h, followed by DAPI staining (Abcam). The cells were viewed using a Zeiss Confocal Microscope Imaging System (Carl Zeiss, Jena).

### Enzyme-linked immunosorbent assay

Mice serum liver transaminase alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels were measured using an ALT and AST assay kit from Nanjing Jiancheng Bioengineering Institute (Jiangsu, China) according to the manufacturer's instructions. IL-6 was measured using an enzyme-linked immunosorbent assay kit from Thermo Fisher Scientific (88–7064).

### Flow cytometry

Livers were isolated from control or PHx mouse livers and digested using a modified liver collagenase perfusion method. Perfused liver cells were filtered through a 70 mm filter (BD Bioscience, Franklin Lakes, NJ, USA). Non-parenchymal cells, including biliary epithelial cells, endothelial cells, hepatic stellate cells, macrophages, neutrophils, and intrahepatic lymphocytes, were purified through low gravity centrifugation (50 × *g* for 1 min, twice) and medium speed gravity centrifugation (500 × *g* for 5 min, once). Live/dead staining was performed using Fixable Viability Stain 780 (565,388, BD Bioscience) and performed in FACS buffer for 30 min at 4℃ at a dilution of 1:1000. For nuclear staining, cells were fixed and permeabilized using BD Cytofix/Cytoperm Plus (555,028, BD Biosciences) and stained according to the manufacturer’s instructions. Antibody staining was performed in FACS buffer for 30 min at 4℃ at a dilution of 1:200. Primary antibodies against CD45 (75–0451-U100, TONBO, Japan), CD11b (85–0112-U100, TONBO), CD3 (50–0032-U100, TONBO), CD8(65–0081-U100, TONBO), CD20 (152,108, Biolegend, San Diego, CA, USA), NK1.1 (17–5941-82, Thermo Fisher Scientific), F4/80 (12–4801-82, 17–4801-80, Thermo Fisher Scientific; 123,137, Biolegend), LY6C (20–5932-U100, TONBO), LY6G (127,633, Biolegend), Tet2 (ab124297, Abcam), and CLEC4F (156,804, Biolegend) were used for flow cytometry analysis and cell sorting. FITC Conjugation Kit (Fast) – Lightning-Link® (ab188285, Abcam) was used to conjugate the first antibody. Cells were sorted using BD Aria III, and the data were generated using FlowJo V10 (https://www.flowjo.com/). The gating strategy is shown in Fig. S2A, and the mean fluorescence intensity (MFI) is shown in Fig. S2B.

### RNA sequencing

We sorted the F4/80^+^CD11b^+^ macrophages at 0, 24, and 48 h after PHx. Total RNA was extracted using Trizol reagent (15,596,018, Thermo Fisher Scientific), and RNA quantity and purity were analyzed using a Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (5067–1511, Agilent, USA). The sequencing library was constructed with high-quality RNA samples with RIN numbers of > 7.0. Total mRNA was purified and fragmented into short fragments (Magnesium RNA Fragmentation Module (cat: e6150, NEB, Ipswich, MA, USA) at 94℃ for 5–7 min). The RNA was reverse-transcribed to create the cDNA using SuperScript™ II Reverse Transcriptase (1,896,649, Invitrogen) and used to synthesize U-labeled second-stranded DNAs with *E. coli* DNA polymerase I (m0209, NEB), RNase H (m0297, NEB), and dUTP Solution (R0133, Thermo Fisher Scientific). An A-base was added to the blunt ends of each strand, preparing them for ligation to the indexed adapters. Dual-index adapters were ligated to the fragments and AMPureXP beads for size selection. The ligated products were amplified using PCR after heat-labile UDG enzyme (cat: m0280, NEB) treatment of the U-labeled second-stranded DNA. The average insert size for the final cDNA library was 300 ± 50 bp. We then performed the 2 × 150 bp paired-end sequencing (PE150) on an Illumina Novaseq™ 6000 (LC-Bio Technology Co., Ltd., Hangzhou, China). The raw data generated in the study have been deposited at the Gene Expression Omnibus (GEO, GSE233516) and are publicly available.

### Theoretical modeling and molecular dynamics simulation

We focused on human-derived proteins considering the lack of the experimentally resolved crystal structure of mouse Tet2/Stat1 and high sequence compliance between human and mouse Tet2/Stat1. AlphaFold-multimer [27, 28] was applied to predict the complex formed by the two proteins. This complex, however, only contains residues. The organic ligand and metal ions of Tet2 were then added back by aligning the experimentally resolved structure (PDB: 5d9y) with its corresponding predicted structure. The system for all-atom molecular dynamics (MD) simulations was constructed and simulated using the GROMACS package [29], and the trajectories were analyzed using VMD1.9.3 software [30]. The complex was solvated with a 150 mM NaCl electrolyte in a simulation box measuring $$9\times 12\times 8 {nm}^{3}$$, leading to the entire system having approximately 89,000 atoms. In the simulation, the positions of $${C}_{\alpha }$$ atoms belonging to the linker domain and within 0.5 nm of the DNA binding domain, an adjacent linker domain, were constrained.

We applied the CHARMM36 force field [31] for protein and ions and the TIP3P model for water molecules. The forcefield of organic ligand was generated using CGenFF [32]. The simulation time step was 2 fs. The pairwise vdW interaction was calculated using a smooth (0.10–0.12 nm) cutoff. The long-range Coulomb interaction was computed using the particle-mesh Ewald method with a mesh size of 0.1 nm. After minimization and equilibration, production runs were performed in NPT (constant particle number, constant pressure, constant temperature) ensembles. The pressure was maintained at 1 bar using an isotropic Parrinello–Rahman pressostat. The temperature was maintained at 310 K by applying the Nose–Hoover thermostat.

### Statistical analyses

No pre-processing of data was performed. Mice were randomly assigned to different groups for all mice studies. No mice were excluded from the experiments. IHC experiments were performed double-blinded. Each liver sample was imaged and quantified using Image J 1.53t software. All the western blotting, immunofluorescence, IHC, and qPCR data were repeated at least thrice to quantify liver tissues. Data were analyzed using Prism 8.0 software (GraphPad) and presented as the mean values ± SD. An unpaired two-tailed Student’s t-test was used to determine the statistical significance between the two groups. Multiple group data were analyzed using one-way ANOVA. Differences were significant when *p* < 0.05.

## Results

### Macrophages are essential for liver regeneration

Since an increased immune response after PHx contributes to liver cell proliferation [33–35], we focused on investigating the roles of immune cells during liver regeneration. We first depleted the macrophages, T cells, and natural killer (NK) cells using clodronate liposomes (CL), anti-mouse CD3ε antibodies, and anti-mouse NK1.1 antibodies, respectively, and constructed a PHx mice model (Fig. 1A). The 24 h survival rate was significantly decreased when macrophages or T cells were depleted (Fig. 1B), consistent with the previously published studies [18, 35]. Furthermore, the liver-to-body weight ratio was severely reduced when macrophages were depleted. Simultaneously, the anti-mouse CD3ε and anti-mouse NK1.1 antibody groups did not show significant differences in the liver-to-body weight ratio compared to the control (Fig. 1C). In addition, the serum ALT and AST levels were markedly increased when macrophages and T cells were depleted, suggesting that liver function is severely impaired in the CL and anti-CD3ε group (Fig. 1D and E).

**Fig. 1:**
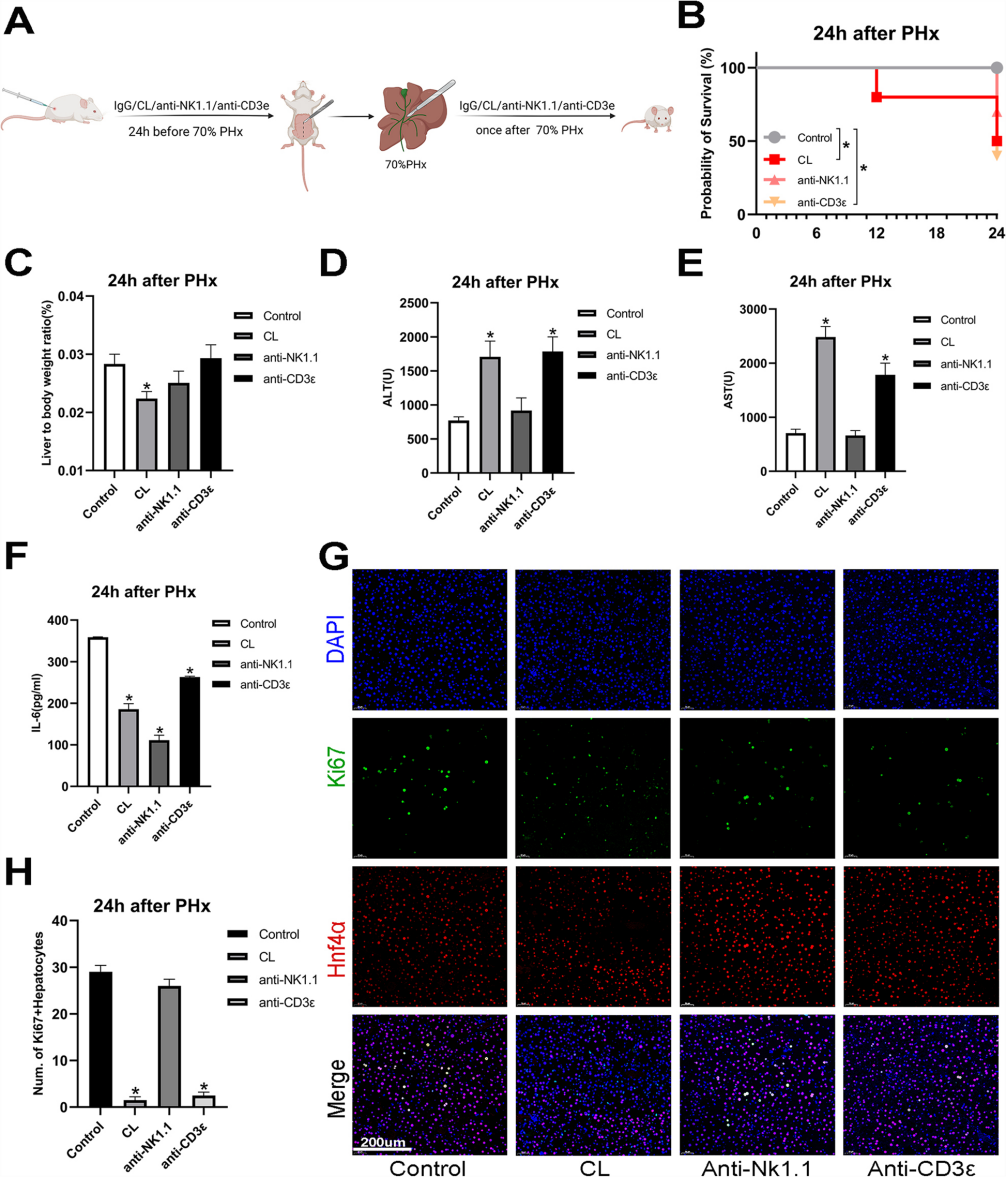
Macrophages play an integral role after partial hepatectomy. Clodronate liposomes (CL), anti-mouse CD3ε antibodies, and anti-mouse NK1.1 antibodies were used to deplete macrophages, T cells, and natural killer (NK) cells in the mouse livers. Mice were anesthetized with isoflurane, and a modified 70% partial hepatectomy (PHx) model was induced. Mice were euthanized 24 h after PHx. **A** Schematic of the macrophages, T cells, and NK cells depletion with PHx. Control: rat IgG2a isotype; CL: clodronate liposomes; anti-CD3ε: anti-mouse CD3ε antibody; anti-NK1.1: anti-mouse NK1.1 antibody. **B** Kaplan–Meier analysis was used to determine the survival of mice 24 h after PHx and immune cell depletion.** C** The liver-to-body weight ratio at 24 h is shown. Liver to body weight ratio = liver weight/body weight (g/g). **D**, **E**, **F** Serum levels of transaminase-alanine aminotransferase (ALT) (**D**), aspartate aminotransferase AST (**E**), and interleukin (IL)-6 (**F**) are shown in the graph. **G**, **H** Co-staining of Ki67^+^ and Hnf4α^+^ (**G**) and the number of Ki67^+^Hnf4α^+^hepatocytes are shown (**H**). (A to B, *n* = 10, C to F, *n* = 6, G to H, *n* = 3. *p < 0.05.)

We further determined the serum IL-6 level, given that IL-6 is critical for hepatocyte cell cycle progression [36]. The serum IL-6 levels were low in all groups, indicating that all immune cell types may contribute to cell cycle progression (Fig. 1F). Moreover, we used the marker of proliferation Ki-67 (Ki67) proliferation marker and hepatocyte nuclear factor 4 alpha (Hnf4α) to count the proliferative hepatocytes in immunofluorescence staining analysis. Immune cell depletion diminished hepatocyte proliferation after PHx (Fig. 1G and H), and the effect of CL was the most significant.

In summary, macrophages might be the most pivotal regulator during liver regeneration, while T cells also contribute to liver regeneration. NK cells did not significantly affect liver regeneration after PHx.

### Macrophage infiltration increases after PHx

We focused on macrophages and their mechanism in regulating liver regeneration. Flow cytometry was used to determine immune cell infiltration, including total liver macrophages (KCs and MoMFs) and B, NK, and T cells after PHx. The gating strategy and MFI are shown in Fig. S2A and B. Flow cytometry analysis showed that the liver total macrophages continuously increased from 0 to 48 h after PHx, whereas the percentage of KCs and MoMFs in total macrophages did not differ significantly after PHx (Fig. 2A and B). In contrast, B cells decreased at 24 h and 48 h (Fig. 2C), possibly a compensatory response for other increasing immune cells. NK cells were almost undetectable at 24 h after PHx but returned to the original level after 48 h (Fig. 2D). Moreover, the total T cells (Fig. 2C) did not show significant variation at either 24 or 48 h. The absolute immune cell numbers per gram liver in 0, 24, and 48 h after PHx are shown in Fig. S2C.

**Fig. 2:**
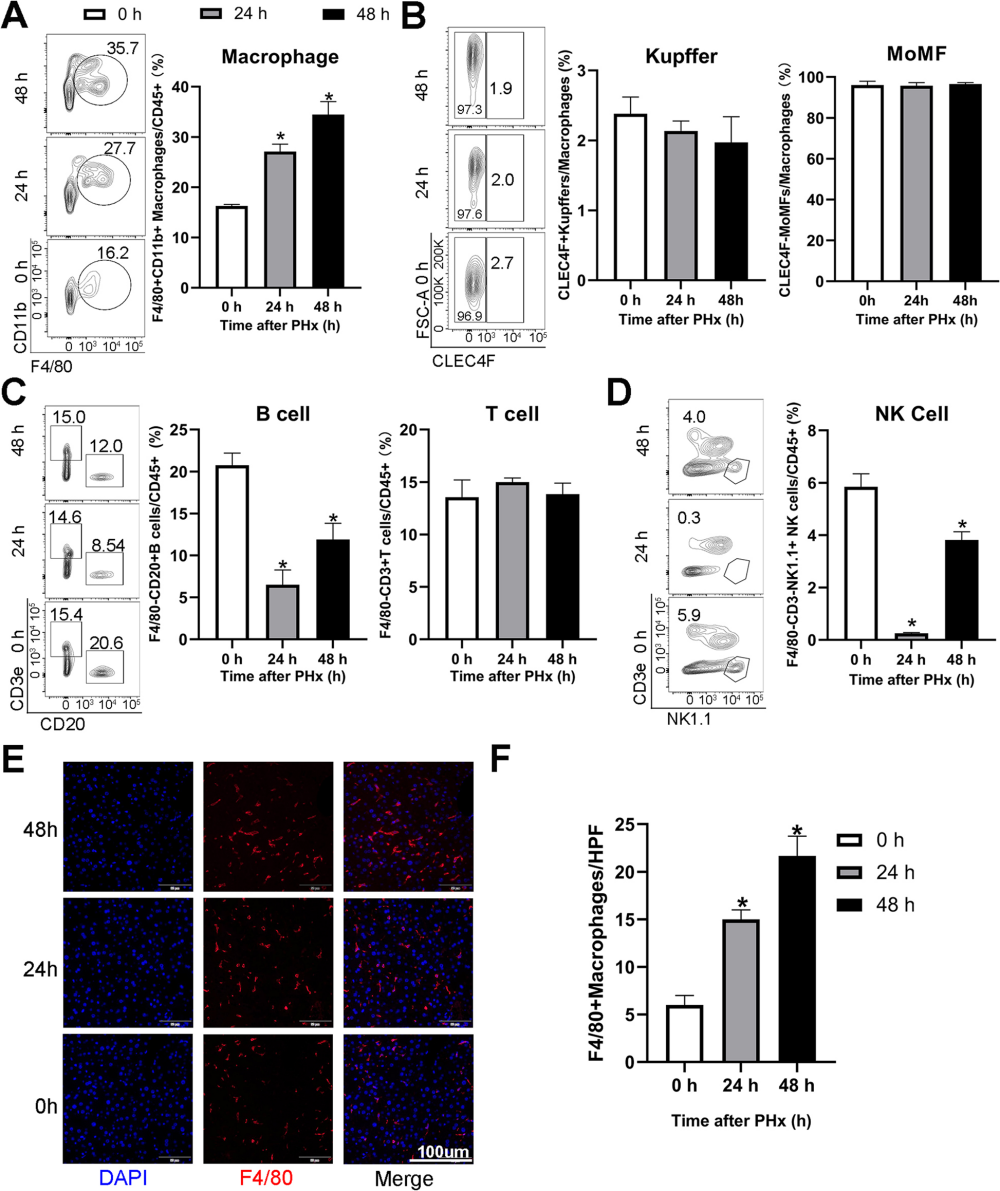
Macrophages increased significantly after PHx. Mice were anesthetized with isoflurane, and a PHx model was constructed. Mice were euthanized, and immune cells were harvested at 0, 24, and 48 h after PHx using a modification of the collagenase perfusion method. Flow cytometry was used to detect the number of each immune cell. The gating strategy is shown in Fig. S2A. **A** Flow cytometry showed the percentage of total macrophages (CD45^+^CD11b^+^F4/80^+^) in total immune cells (CD45^+^). **B** Flow cytometry showed the percentage of Kupffer cells (KCs; CD45^+^CD11b^+^F4/80^+^CLEC4F^+^) and monocyte-derived macrophages (MoMFs; CD45^+^CD11b^+^F4/80^+^CLEC4F^−^) in total macrophages. **C**, **D** Flow cytometry showed the percentage of B (F4/80^−^CD45^+^CD20^+^), T (F4/80^−^CD45^+^ CD3ε^+^), and NK1.1 cells (F4/80^−^CD45^+^NK1.1^+^ CD3ε^−^) in total immune cells. **E**, **F** Immunofluorescent staining of F4/80^+^ macrophages. (A to G, *n* = 6. *p < 0.05.)

As macrophages had the most significant change, we focused on macrophages and their essential role in liver regeneration. We used immunofluorescence to confirm that macrophages gradually accumulate from 0 to 48 h after PHx (Fig. 2E and F), consistent with the increasing number of macrophages detected using flow cytometry. 

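Macrophages were sorted from mouse liver by the surface proteins F4/80 and CD11b at 0, 24 and 48 h following partial hepatectomy (PHx), the surgical removal of part of the liver. Their RNA was sequenced in 3 libraries per time. The authors deposited a table of whole-number counts for 56691 mouse genes in these 9 libraries. The counts of a library summed to 55453145 to 59909509 at 0 h (median 56098278), to 56062878 to 61243389 at 24 h (median 60839106) and to 53297943 to 67951168 at 48 h (median 61087818). The submitters' processing notes name CASAVA 1.8, HISAT2 2.0.5 and featureCounts 1.5.0-p3, and the genome build is not given in the sources used here. In each library 40.9% to 47.6% of the values from 4 to 40 were multiples of 4, so 1 unit is not 1 sequenced fragment and the values were treated as estimated counts. The libraries at 48 h stood apart from the others. Mitochondrially encoded genes took 7.06% to 17.9% of the counts at 48 h, against 3.01% to 4.53% at 0 h and 2.37% to 3.72% at 24 h. Between 20549 and 22986 genes had at least 1 count at 48 h, against 24179 to 26767 at 0 h and 23240 to 23452 at 24 h. The biological coefficient of variation among the 3 libraries was 0.811 at 48 h, 0.416 at 0 h and 0.435 at 24 h. The counts were scaled by TMM, 20204 genes passed edgeR's filter on low counts, and the 3 times were compared in 1 quasi-likelihood fit over all 9 libraries with Benjamini-Hochberg adjustment. Levels are given as CPM, the count of a gene over the scaled total of its library. The 38 gene lists fixed before the data were examined were tested with camera. Neither the paper nor the labels say whether the 3 libraries of a time came from separate mice, so the p-values measure only the spread between these libraries, which may be technical.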

We further sorted the F4/80^+^CD11b^+^ macrophages at 0, 24, and 48 h after PHx and performed an RNA-seq to clarify the underlying mechanism. Cell division and cycle pathways were significantly enhanced after PHx, explaining the increasing number of macrophages after PHx (Fig. S1A).

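At 24 h after PHx, cell cycle and division genes of the sorted macrophages were lower than at 0 h. Of 142 tested genes of DNA replication, mitosis and cytokinesis, 4 fell and 0 rose at an adjusted p under 0.05 from edgeR's quasi-likelihood test. When adjusted over the list alone, 51 fell and 0 rose. At an unadjusted p under 0.05, 61 were lower and 0 higher, DESeq2 called 37 lower and 0 higher, and limma-voom called 1 lower and 0 higher. The mean was lower at 24 h for 137 of the 142 genes. For 90 of the 142 every 24 h library lay below every 0 h library, where chance gives 5% for a single gene. Members of a list can separate together, so such numbers do not count independent results. The median log2 fold change was -1.34 (camera, adjusted p = 2.56e-36 with a preset correlation of 0.01 between genes and adjusted p = 0.00751 with an estimated correlation). These were adjusted over 3 comparisons only. Adjusted with the 38 lists, as its parts below were, the combined list kept its call with the preset correlation (camera, adjusted p = 9.97e-35). With an estimated correlation it lost the call, as its parts did (adjusted p = 0.0799). At the same time edgeR called 1 of 28 markers of liver endothelial cells higher (Ramp2), or 25 when adjusted over the list alone. DESeq2 called 20 of the 28 higher and 0 lower, with 0 lower at an unadjusted p under 0.05 or by limma-voom. Every 24 h library lay above every 0 h library for 24 of these 28, for 16 of 27 Kupffer cell markers and for 12 of 25 neutrophil markers (below for 2). For a single gene chance gives 5% in each direction. The same held for 4 of 16 markers of mesothelial cells and peritoneal macrophages and 3 of 24 acute-phase genes of hepatocytes. These 5 cell-type lists passed camera upward, and each call was lost (adjusted p = 0.101, 0.273, 0.272, 0.177 and 0.378 with an estimated correlation). The acute-phase call was also lost without 0 h replicate 1 (median 0.32, adjusted p = 0.0523 from camera) or 24 h replicate 3 (0.26, adjusted p = 0.105).
Birc5 (ENSMUSG00000017716), which encodes the survivin subunit of the chromosomal passenger complex, fell from 18.7 ± 4.68 CPM (SD, n = 3) at 0 h to 1.43 ± 0.225 CPM (n = 3) at 24 h. Its log2 fold change was -3.71 (standard error 0.54, adjusted p = 0.0417 from edgeR). Spc24, a kinetochore subunit, fell from 18.5 ± 4.94 to 2.62 ± 1.28 CPM (log2 fold change -2.81, standard error 0.38, adjusted p = 0.0395 from edgeR). Ccna2, which encodes cyclin A2, fell from 9.25 ± 3.64 to 1.43 ± 0.247 CPM. Esco2, an acetyltransferase of cohesin, fell from 3.84 ± 0.486 to 0.256 ± 0.0391 CPM (adjusted p = 0.0417 for each from edgeR). All 4 belong to the list of mitosis and chromosome segregation, with 71 tested members. Of these 35 fell when adjusted over the list alone, and the median was -1.87 with an adjusted p = 0.101 with an estimated correlation. Of 56 genes of G1/S and DNA replication, 0 passed (7 fell when adjusted over the list alone, 15 were lower at an unadjusted p under 0.05, and DESeq2 and limma-voom called 6 and 0). Their median was -0.78 with an adjusted p = 0.101 with an estimated correlation. Pcna, the sliding clamp of DNA polymerase, was at 58.7 ± 5.39 CPM at 0 h and 54.1 ± 6.62 CPM at 24 h. Slbp, the histone stem-loop binding protein, was at 34.9 ± 3.30 and 38.0 ± 9.76 CPM (adjusted p = 1 for both from edgeR). Of 15 genes of cytokinesis, 0 passed (8 fell when adjusted over the list alone, 8 were lower at an unadjusted p under 0.05, and DESeq2 and limma-voom called 5 and 0). The median was -1.59 with an adjusted p = 0.101 with an estimated correlation. Among its members, Racgap1 had a log2 fold change of -1.24 (adjusted p = 0.305 from edgeR and 0.0454 from DESeq2) and Kif23 one of -0.11 (adjusted p = 1 from edgeR). Mki67, the gene of the Ki-67 antigen, was at 9.92 ± 2.06 CPM at 0 h and 8.59 ± 2.45 CPM at 24 h (adjusted p = 1 from edgeR). Cdkn1a, which encodes the cyclin-dependent kinase inhibitor p21, rose from 687 ± 111 to 2212 ± 557 CPM (log2 fold change 1.69, standard error 0.23, adjusted p = 0.0395 from edgeR). Without any 1 library other than 48 h replicate 1 or 2 this call was lost (adjusted p up to 0.248 from edgeR). Cdkn1a was the 1 member that rose among 19 genes that hold cells out of the cycle (2 rose when adjusted over the list alone). None of them fell, with 1 lower at an unadjusted p under 0.05 and 0 by DESeq2 or limma-voom.

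**Figure D1:**
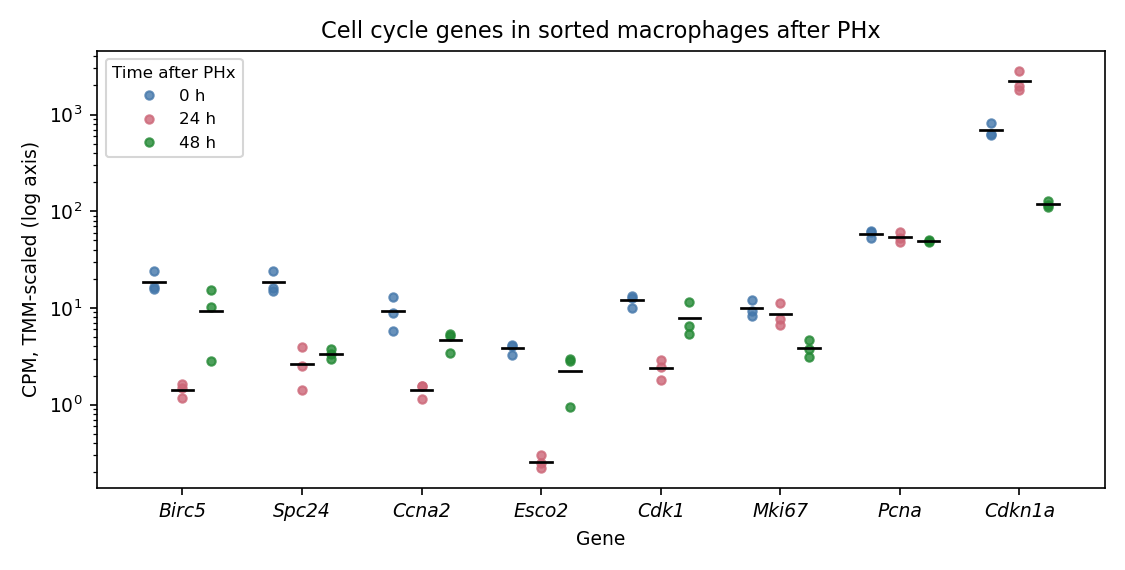
Scaled CPM (log axis) of 8 cell cycle genes in each library by hours after PHx (0, 24 and 48). Points are libraries (3 per time) and black bars are means; the 24 h libraries of Birc5, Spc24, Ccna2 and Esco2 lie below their 0 h libraries, while those of Cdkn1a lie above.

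Against 24 h, 32 of the 142 genes rose at 48 h and 1 fell (41 rose and 2 fell when adjusted over the list alone). DESeq2 called 50 higher and 2 lower, and limma-voom 20 higher and 1 lower. The median log2 fold change was 1.09 (camera, adjusted p = 4.59e-07, and adjusted p = 0.137 with an estimated correlation). The rises included Birc5 (log2 fold change 2.71, adjusted p = 0.00454 from edgeR) and Esco2 (3.13, adjusted p = 0.00269). They also included the mitotic kinase gene Cdk1 (1.71, adjusted p = 0.00596) and the kinetochore gene Ndc80 (2.86, adjusted p = 0.00541). The gene that fell was Mki67 (-1.17, adjusted p = 0.0201 from edgeR). Against 0 h, 5 genes were higher at 48 h and 12 lower (4 and 6 when adjusted over the list alone). DESeq2 called 7 higher and 13 lower, and limma-voom 5 and 19. With only the libraries of these times, or with the replicate number as a block, edgeR called 5 and 7. The median was -0.18 (camera, adjusted p = 0.0475, and adjusted p = 0.467 with an estimated correlation), and adjusted with the 38 lists the call was lost (adjusted p = 0.0704 from camera). The helicase gene Mcm3 (1.19, adjusted p = 0.0232 from edgeR) and the polymerase genes Pold1 (1.65, adjusted p = 0.00284) and Pola2 (0.89, adjusted p = 0.018) rose. The mitotic kinase gene Nek2 (-4.28, adjusted p = 0.00487 from edgeR), Spc24 (-2.46, adjusted p = 0.00123), the kinesin gene Kif20a (-2.76, adjusted p = 0.0168) and Mki67 (-1.38, adjusted p = 0.00965) fell. Of the 71 mitosis genes 1 rose and 10 fell (1 and 7 when adjusted over the list alone). Of the 56 G1/S genes 3 rose and 1 fell (1 and 0), and of the 15 cytokinesis genes 1 rose and 1 fell (1 and 1). In the same 48 h libraries, 28 of 28 markers of liver endothelial cells (28 when adjusted over the list alone) were higher than at 0 h (adjusted p = 0.101 with an estimated correlation). So were 19 of 21 markers of B cells (21 when adjusted over the list alone; adjusted p = 0.147 with an estimated correlation). Mcm3 lost its call without 0 h replicate 1 or 2 or 48 h replicate 3 (adjusted p = 0.0882, 0.0741 and 0.0602 from edgeR), and Pola2 without 0 h replicate 1 or 2 (0.0712 and 0.0688). Kif20a lost it without 0 h replicate 3 (adjusted p = 0.0752 from edgeR), and Mki67 that against 24 h without 24 h replicate 2 or 48 h replicate 3 (0.0998 and 0.0501). The 32 rises from 24 h were 18, 20 and 20 without 24 h replicate 1, 2 and 3. Against 0 h the 12 falls were 5, 6 and 3 without 0 h replicate 1, 2 and 3 and 7 without 24 h replicate 2, and the 5 rises were 2 without 0 h replicate 1 or 2, 8 without 48 h replicate 1 and 3 without 48 h replicate 3.

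**Figure D2:**
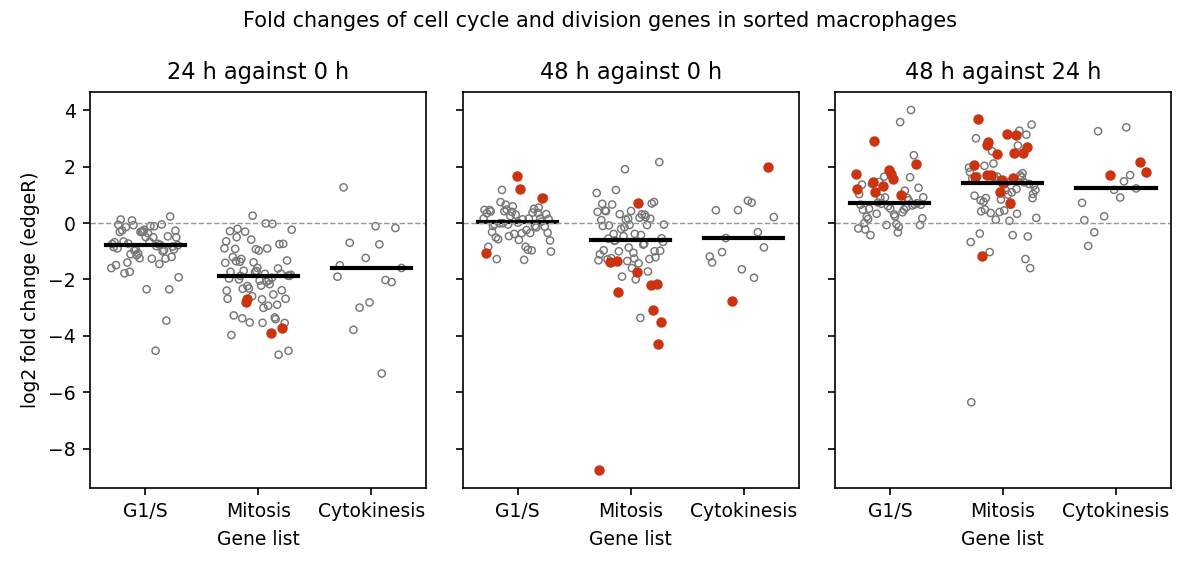
log2 fold changes from edgeR of each tested gene of 3 lists (G1/S and DNA replication, mitosis and chromosome segregation, cytokinesis) in 3 comparisons of times after PHx. Filled points passed an adjusted p of 0.05, open points did not, and black bars are list medians, which lie at -0.78, -1.87 and -1.59 for 24 h against 0 h. The lowest filled point at 48 h is Cdc25c, which had 0 counts in every 48 h library, so that its fitted value is no measured fold.

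Fisher's exact test, one-sided, compared the genes called higher with all genes tested, 0.703% of which were in the 3 lists. At 24 h, 0 of the 10 genes that rose were members, where 0.0703 were expected, so that this comparison could hardly give another value and says nothing of the pathways (Fisher's exact p = 1). At 48 h, 5 of the 1992 that rose were members, or 0.251% (Fisher's exact p = 0.999). The 4 falls at 24 h became 18 with only the 6 libraries of 0 and 24 h, 10 and 11 without 48 h replicate 1 and 2, 1 without 24 h replicate 1 (Spc24) or 48 h replicate 3 (Cdk1, not among the 4), and 0 without any 1 of the other libraries, while the list median lay between -1.46 and -1.06 over these. The list's call for 48 h against 0 h was lost without 0 h replicate 3 (adjusted p = 0.28 from camera) and without 48 h replicate 1 (adjusted p = 0.562). The paper states that cell division and cycle pathways were enhanced after PHx (Fig. S1A) and reasons that this explains the rising number of macrophages.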

### Tet2 expression in macrophages dynamically changes following liver regeneration after PHx

We re-analyzed the published RNA-seq database with PHx (GSE158864) to investigate the change of epigenetic factors during liver regeneration. Tet2 markedly decreases at 48 h after PHx, the peak proliferation time during liver regeneration (Fig. 3A). We suspected Tet2 may act as a negative immune response regulator in liver regeneration after PHx. Therefore, we analyzed the TCGA database to delineate the Tet2 expression in the liver. Tet2 was primarily located in macrophages (Fig. 3B). Furthermore, correlation analysis using the TCGA database indicated that Tet2 expression was positively related to *ITGAM* (integrin alpha M, a macrophage marker gene) but not *ALB* (albumin, a hepatocytes marker gene) in normal liver cells (Fig. 3C), indicating that Tet2 was likely distributed in macrophages rather than in hepatocytes. In addition, the relative mRNA level of Tet2 in whole liver tissue decreased at 24 h and dramatically declined at 48 h (Fig. S1B). Finally, Tet2^+^ macrophages significantly reduced at 48 h; however, total macrophage expression increased (Figs. 2A and 3D). The Tet2^+^T and Tet2^+^NK cells also differed significantly after PHx (Fig. 3E and F). Our results suggest that Tet2 in macrophages dramatically decreased in 48 h and may act as a negative regulator in liver regeneration after PHx.

**Fig. 3:**
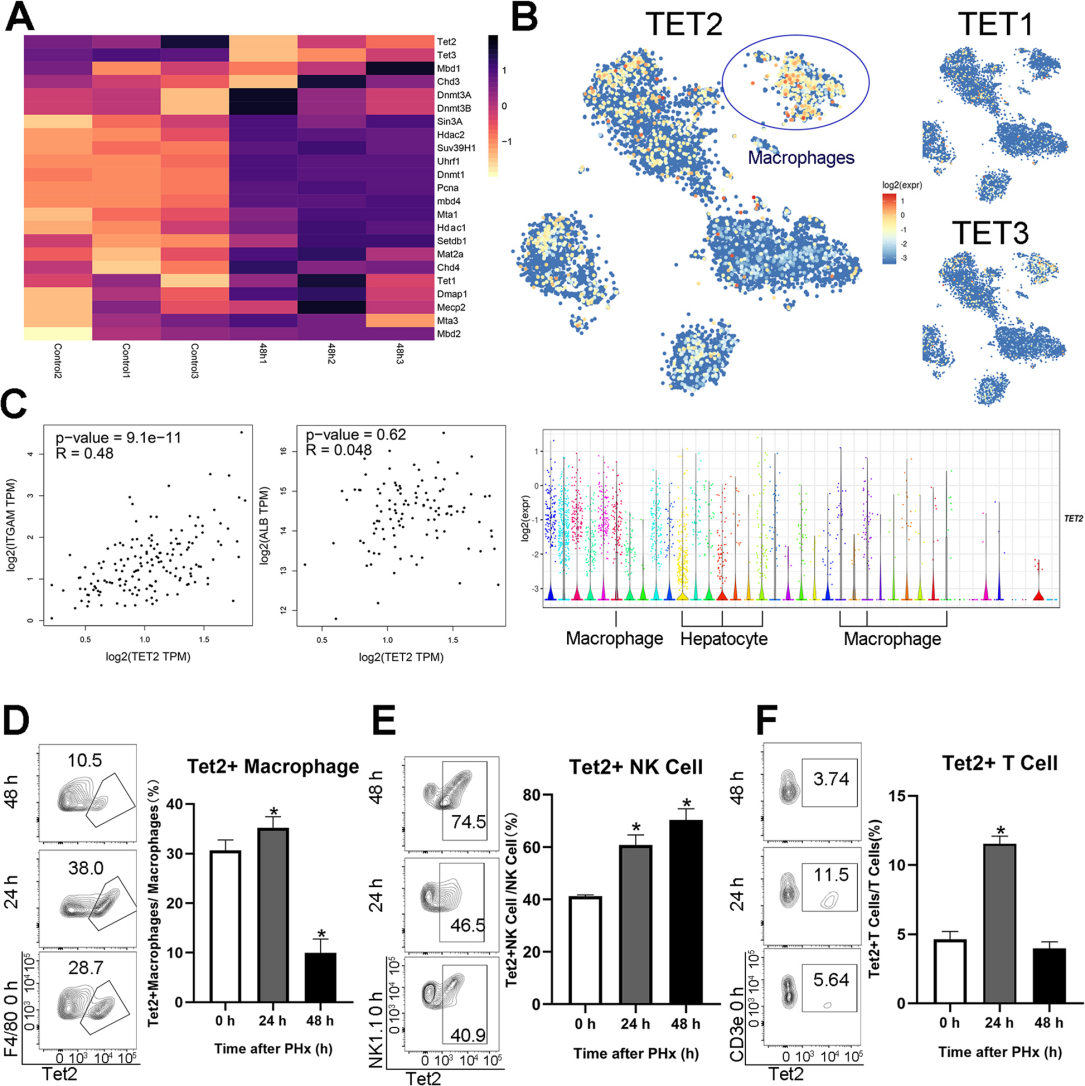
Tet2 negatively regulates liver regeneration after PHx. We analyzed the change in epigenetic factors after PHx using the RNA-seq (GSE158864) and scRNA-Seq databases (GSE124395) published in the Gene Expression Omnibus. Correlation analysis of Tet2 was downloaded from GEPIA. Flow cytometry was used to verify the results. **A** Heatmap of 23 vital epigenetic modification enzymes 0 and 48 h after PHx. **B** Expression t-SNE maps of Tet1, Tet2, and Tet3 in healthy human livers. The color bar indicates log2 normalized expression, and the violin plot of Tet2 expression for all clusters is shown. **C** Correlation analysis showed the Tet2 level with ITGAM (macrophage marker gene) and ALB (hepatocyte marker gene) in normal human liver cells. **D**, **E**, **F** Flow cytometry showing the percentage of Tet2^+^ macrophages (Tet2^+^F4/80^−^CD45^+^CD11b^+^F4/80^+^), Tet2^+^NK cells (Tet2^+^F4/80^−^CD45^+^NK1.1^+^CD3ε^−^), and Tet2^+^T cells (Tet2^+^ F4/80^−^CD45^+^ CD3ε.^+^) in each immune cell type (D to F, *n* = 6. *p < 0.05)

### Tet2 interacts with Stat1 in the cytoplasm and suppresses IFN-γ-induced macrophage activation

Because IFN-γ was initially identified as a ‘macrophage-activating factor,’ and macrophages are a primary physiological target for IFN-γ action [37], we further investigated the role of Tet2 in macrophages stimulated with IFN-γ. Unexpectedly, IFN-γ stimulation had no significant effect on Tet2 protein expression in a time- or dose-dependent manner (Fig. 4A and B). However, Stat1 and phospho-Stat1 (p-Stat1, Tyr701) expression was significantly increased after Tet2 inhibitor BC339 treatment **(**Fig. 4C). Furthermore, inhibiting Tet2 promoted IFN-γ signaling activation and its downstream gene expressions, including interferon regulatory factor 1 (Irf1), IFN-induced protein with tetratricopeptide repeats 1 (Ifit1), and C-X-C motif chemokine ligand 10 (Cxcl10) (Fig. 4D).

**Fig. 4:**
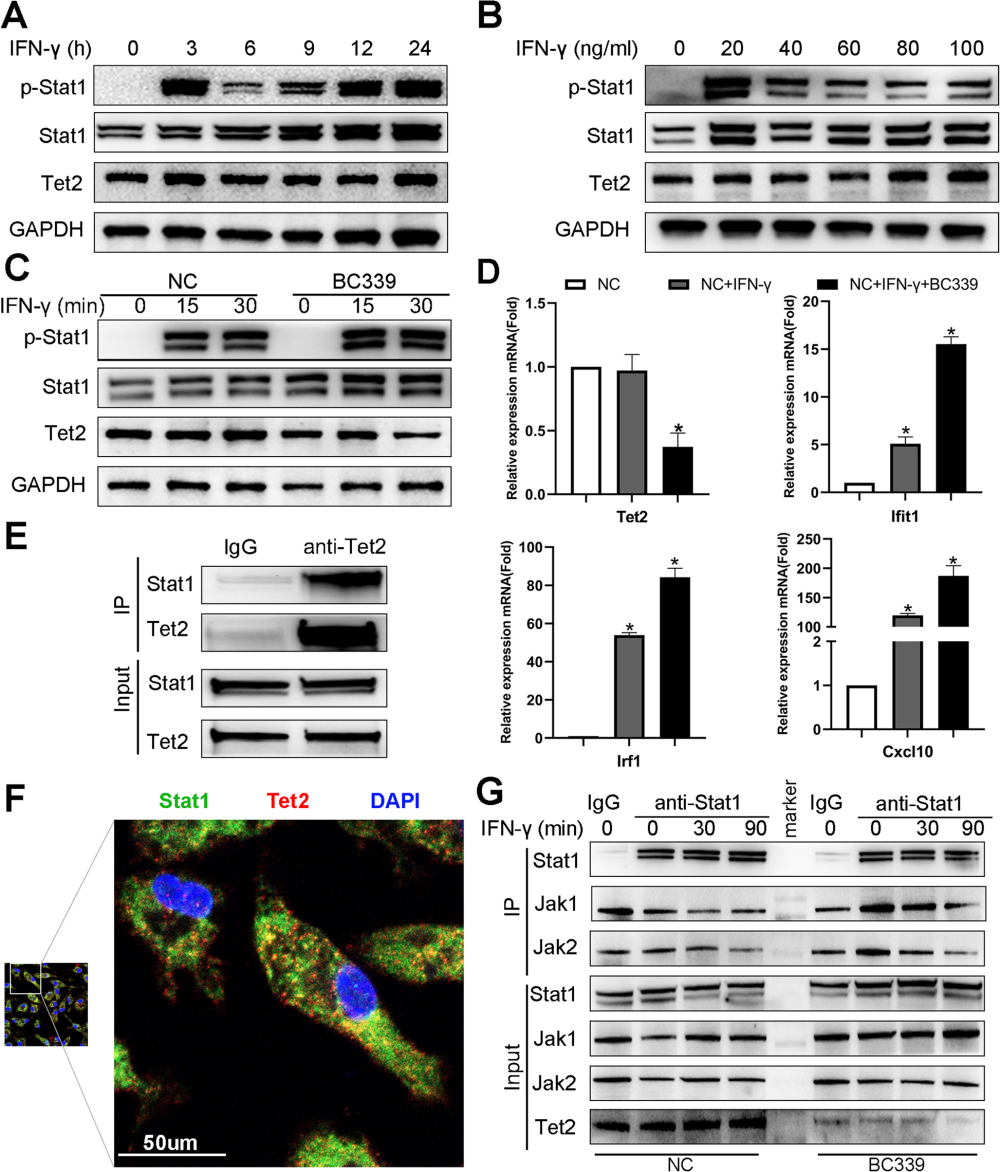
Tet2 interacts with Stat1 in the cytoplasm of macrophages and suppresses Stat1 phosphorylation during IFN-γ signaling activation. **A**, **B** Macrophages were stimulated with 10 ng/mL IFN-γ for the indicated times (**A**) or with the indicated IFN-γ concentrations for 24 h (**B**). Tet2, Stat1, p-Stat1 (Tyr701), and the GAPDH protein level were detected using western blotting. The protein was normalized to GAPDH expression levels. Tet2: ten-eleven translocation- 2, Stat1: signal transducer and activator of transcription 1, p-Stat1: phosphor-Stat1, GAPDH: glyceraldehyde-3-phosphate dehydrogenase. **A** Macrophages were treated with Tet2 inhibitor-BC339 or DMSO as a control for 24 h and stimulated with 10 ng/mL IFN-γ for the indicated time. Tet2, Stat1, p-Stat1 (Tyr701), and GAPDH protein levels were detected using western blotting. The protein was normalized to GAPDH expression levels in each sample. **B** Macrophages were treated with Tet2 inhibitor-BC339 or DMSO as a control for 24 h and stimulated with 10 ng/mL IFN-γ for 12 h. The mRNA expression levels of Tet2, Irf1, Ifit1, and Cxcl10 were examined through qPCR analysis. The genes were normalized to GAPDH mRNA levels in each sample. Irf1: interferon regulatory factor 1, Ifit1: interferon-induced protein with tetratricopeptide repeats 1, Cxcl10: C-X-C motif chemokine ligand 10. **C** Co-immunoprecipitation (co-IP) assays were performed using an anti-Tet2 antibody and IgG as a control. Tet2 and Stat1 protein levels were detected using western blotting. **D** Macrophages were fixed and incubated with an anti-Tet2 antibody (red), anti-Stat1 antibody (green), and DAPI (blue) and visualized using confocal microscopy. **E** Macrophages were treated with Tet2 inhibitor-BC339 or DMSO as a control for 24 h and stimulated with 10 ng/mL IFN-γ for the indicated time. Co-IP assays were performed using an anti-Stat1 antibody and IgG as control. Tet2, Stat1, Jak1, and Jak2 protein levels were detected using western blotting. (Jak1: Janus kinase 1, Jak2: Janus kinase 2, A to G, *n* = 3 *p < 0.05)

We performed co-immunoprecipitation (IP) analysis to investigate the molecular mechanism of Tet2 regulating the IFN-γ pathway and identified Stat1 as one of the primary binding partners of Tet2 (Fig. 4E). Tet2 can form a complex with Stat1 in the cytoplasm of primary macrophages **(**Fig. 4F), indicating that Tet2 which regulates macrophage responses to IFN-γ-induced inflammatory responses might be independent of its enzymatic activity as an epigenetic regulator in the nucleus. Moreover, inhibiting Tet2 increased the association between Janus kinase 1 (Jak1) or Jak2 and Stat1 (Fig. 4G). These results indicate that Tet2 suppresses IFN-γ-induced Stat1 phosphorylation and macrophage activation by hindering Jak1/Jak2 binding to Stat1 (Graphical abstract).

### Molecular dynamics simulations provide insights into the interaction mechanism between Tet2 and Stat1

We performed MD simulations to study the interaction mechanism between Tet2 and Stat1. MD simulations can detect atomic scale and dynamics information of protein–protein interactions, which is challenging to obtain via experiments [38].

The entire Tet2 structure (Fig. 5A) predicted by AlphaFold2 [39] can be roughly divided into two regions: a structured region (blue) containing an active pocket and an intrinsic disorder region (gray). Our experiment, combined with a recent publication [40], has indicated that the BC339 inhibitor can attenuate the interaction between Tet2 and Stat1 by binding to the active pocket of Tet2. Therefore, for Tet2, we chose its structured region for complex modeling and MD simulations. Figure 5B depicts the entire structure of Stat1 predicted by AlphaFold2. During Stat1 activation, it is first recruited to the cytokine receptor binding site via the SH2 domain, and then its Y701 residue located in the tail segment becomes phosphorylated. This phosphorylation further induces Stat1 dimerization and conformational change necessary for translocation into the nucleus and gene transcription regulation [41, 42]. Therefore, for Stat1, the SH2 domain and tail segment were included in the following modeling/simulations. The adjacent SH2 domain (i.e., linker domain) was also included.

**Fig. 5:**
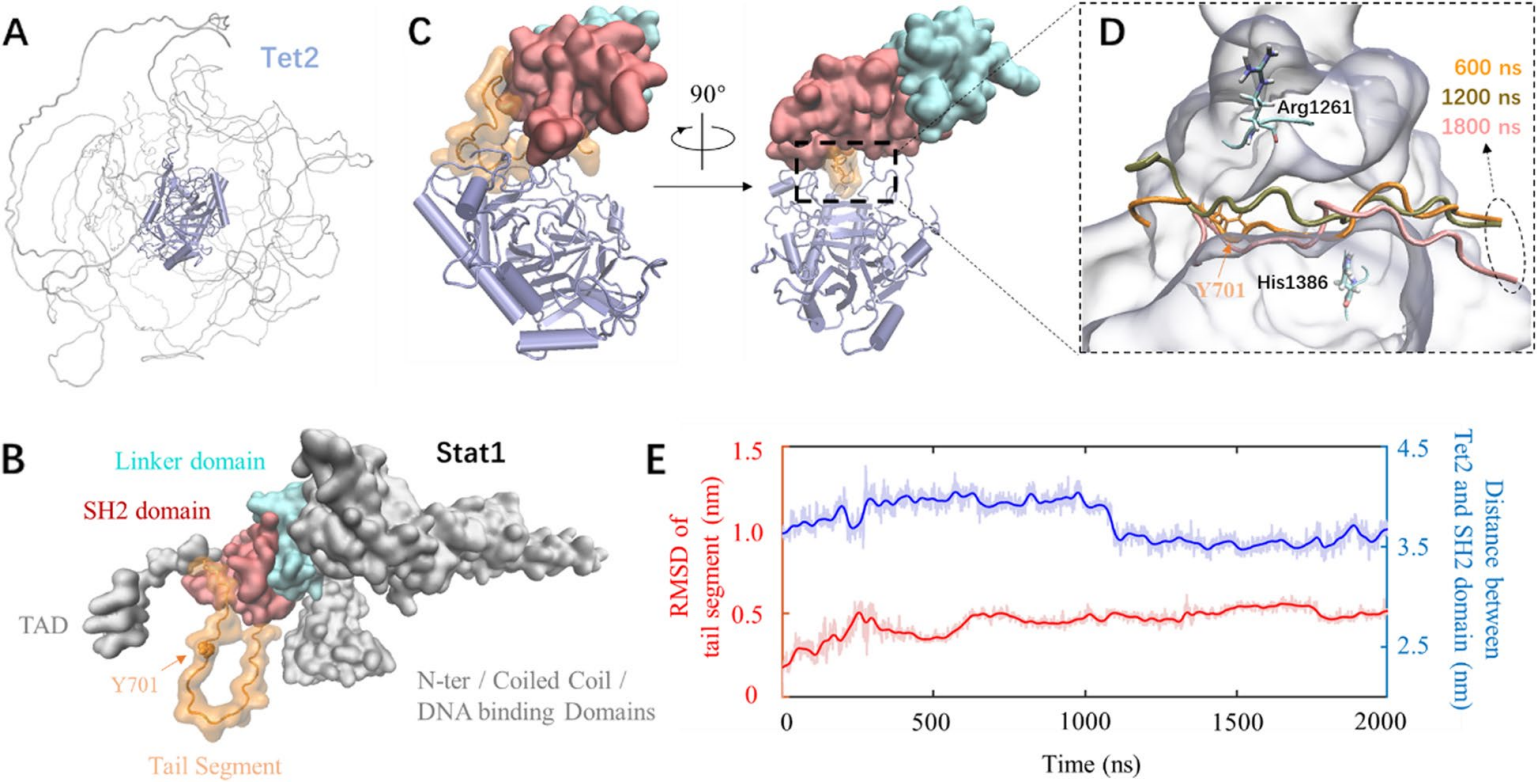
Theoretical modeling and molecular dynamics simulation of the interaction between Tet2 and Stat1.** A** 3D structure of Tet2 predicted using AlphaFold2. The central structured region is in cartoon representation and rendered in light blue. The intrinsic disorder region is in tube representation and colored in gray.** B** 3D structure of Stat1 predicted using AlphaFold2. The tail segment has a transparent surface and tube representation; the remaining domains are opaque.** C** The complex structure (formed by the structured region of Tet2 and the SH2/linker domains plus the tail segment of Stat1) was predicted using AlphaFold-multimer. The region/domains are rendered using the same color code as in (**A**) and (**B**).** D** Enlargement of the interaction interface between Stat1 and Tet2. Tet2 is in light blue transparent surface representation. Three tubes show conformations of a part of the tail segment of Stat1 embedded in the pocket at three simulation times. Two residues (Arg1261/His1386) in stick representation are involved in the interaction between Tet2 and its inhibitor BC339.** E** Red curve: Root-mean-square deviation (RMSD) of the tail segment embedded in the active pocket as shown in (**D**); Blue curve: distance between the center of mass of the structured region of Tet2 and that of the SH2 domain of Stat1. The light (deep) color indicates the original (smoothed) data

AlphaFold-multimer [27, 28] was used to predict complexes formed by the structured region of Tet2 and the linker/SH2 domains plus the tail segment of Stat1. Each of totally five AlphaFold2 models predicted a complex, respectively. In four of the five generated complexes, the structured region of Tet2 was predicted to bind to the linker domain in a conformation that inhibits the linker domain from connecting to its adjacent domain (i.e., DNA binding domain). Thus, only one predicted complex is sterically reasonable, wherein the tail segment of Stat1 is partially embedded in the active pocket (Fig. 5C). Based on this complex, a system for MD simulation was constructed, and an extensive simulation of two microseconds in length was performed.

In addition, Fig. 5D shows the conformational change of a part of the tail segment (in tube representation) directly interacting with Tet2 (in transparent surface representation). The segment is consistently embedded in the pocket, implying a relatively stable binding between the two proteins. As mentioned above, in a recent publication [40], the Tet2 inhibitor molecule BC339 binds to a region inside the active pocket and between Arg1261 and His1386 (see Fig. 3(d) therein). Therefore, the binding location of BC339 overlaps with that of the tail segment of Stat, which also strongly correlates with our result that BC339 can attenuate the interaction between Tet2 and Stat1 (see discussion below). The red curve in Fig. 5E depicts root-mean-square deviation (RMSD) of the embedded tail segment (as shown in Fig. 5D) throughout the simulation trajectory. The fluctuation gradually declined, implying a stable contact at the interface between the two proteins. The distance between the center of mass of the structured region and that of the SH2 domain is also presented using a blue curve. The distance fluctuated around the initial value, again indicating stable.

### Tet2 inhibitor activates macrophages and promotes liver regeneration

Next, we tentatively explored the role of Tet2 chemical inhibitors (BC339) on liver regeneration. We administered BC339 every other day for 1 week before PHx to evaluate the function of Tet2 in vivo. Because mouse liver regeneration peaks at 36–48 h after PHx, we euthanized mice 48 h after PHx. The 48 h survival ratio was improved by BC339 (Fig. S1C). The liver-to-body weight ratio was significantly increased after BC339 treatment (Fig. 6A). The ALT and AST serum levels decreased in the BC339 group, indicating that BC339 improved liver function in vivo (Fig. 6B and C). Furthermore, IL-6 mRNA expression in the liver tissue and the serum IL-6 significantly increased in the BC339 group after PHx (Fig. 6D and E). In addition, mRNA levels of liver stem cell markers, such as SRY-box transcription factor 9 (Sox9), telomerase reverse transcriptase (Tert), and leucine-rich repeat-containing G protein-coupled receptor 5 (Lgr5), increased in the BC339 group (Fig. 6F), suggesting that BC399 may accelerate the hepatocytes de-differentiated into liver progenitor cells (LPCs) earlier to support liver regeneration [43]. Co-staining Ki67 and Hnf4α using immunofluorescence also confirmed that liver regeneration was strengthened after BC339 treatment (Fig. 6G and H). Therefore, the Tet2 inhibitor BC339 promotes liver regeneration and maintains liver function after PHx.

**Fig. 6:**
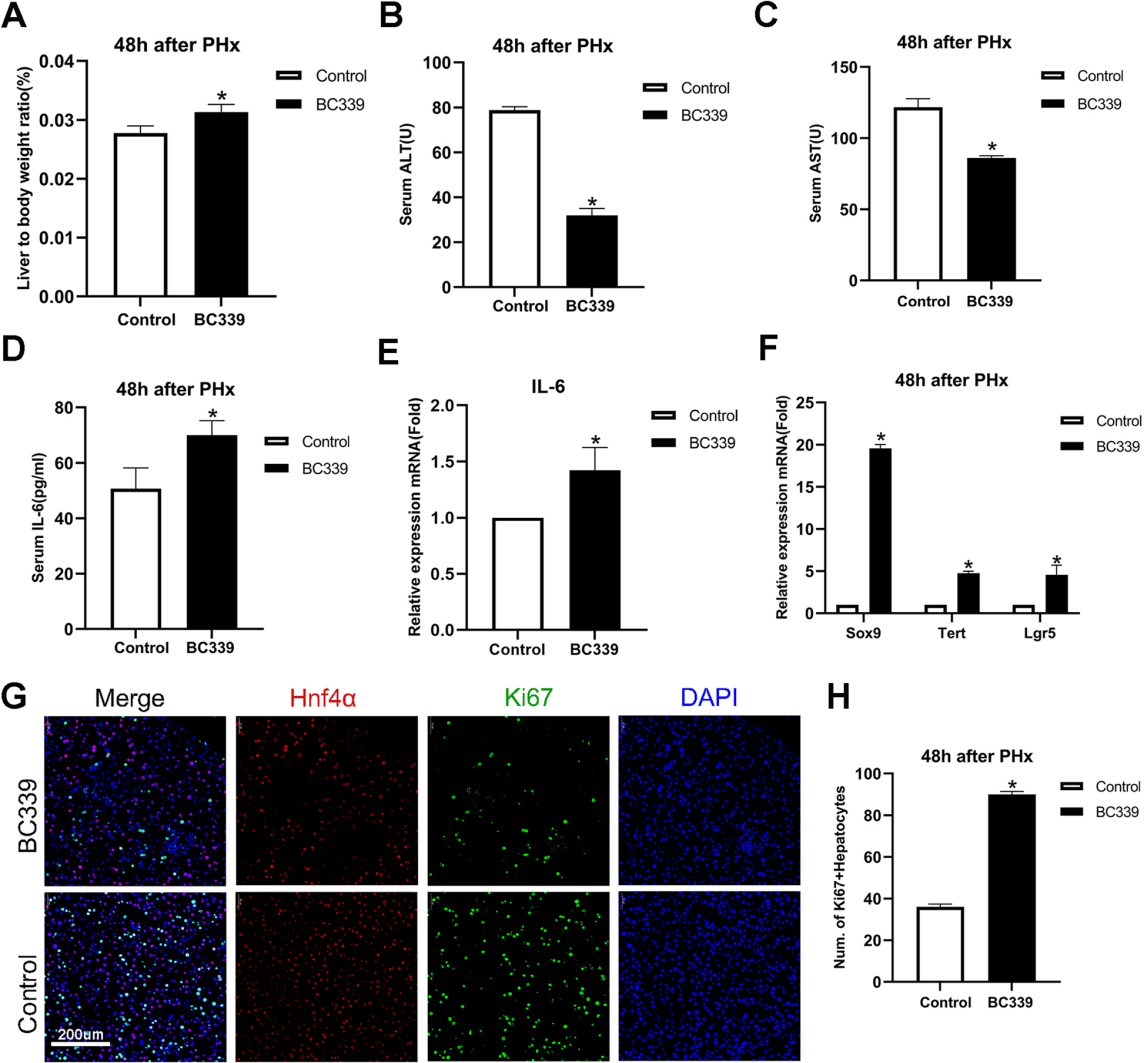
Tet2 inhibits macrophages secreting IL-6 and decreases liver regeneration Mice were intraperitoneally injected with Bobcat339 (BC339; 20 mg/kg) every other day for 1 week, and PHx was performed. Mice were euthanized at 48 h after PHx. Whole liver tissue was harvested 48 h after PHx. **A** Liver-to-body weight ratio at 48 h. Liver to body weight ratio = liver weight/body weight (g/g). **B**, **C**, **D** Serum levels of ALT (**B**), AST (**C**), and IL-6 (**D**) were measured 48 h after PHx. **E**, **F** The mRNA expression levels of IL-6 (**E**), Sox9, Tert, and Lgr5 (**F**) were examined using qPCR analysis (The genes were normalized to GAPDH mRNA levels in each sample. Sox9: SRY-box transcription factor 9, Tert: telomerase reverse transcriptase, Lgr5: leucine-rich repeat-containing G protein-coupled receptor 5). **G**, **H** Co-staining of Ki67 + and Hnf4α + (**G**) and the ratios of Ki67 + Hnf4α + hepatocytes (**H**). Ki67: proliferation marker (Ki-67), Hnf4α: hepatocyte nuclear factor 4 alpha. A to D, *n* = 6, E to H, *n* = 3, *p < 0.05.)

### Tet2 chemical inhibitors regulating liver regeneration rely on macrophages

Since Tet2 was highly expressed in the macrophages, we explored whether the promotive effect of Tet2 on liver regeneration depends on macrophages. We used CL to remove liver macrophages before and after PHx and treated the mice with BC339 one week in advance. The survival rate of the mice after PHx was observed. BC339 treatment did not promote liver regeneration or improve the survival ratio after exhausting macrophages (Fig. 7A). The liver-to-body weight ratio (Fig. 7B) and the serum ALT and AST levels (Fig. 7C and D) also showed that liver regeneration and function were severely impaired when macrophages were depleted. Immunofluorescence of Ki67^+^Hnf4α^+^ hepatocytes in liver tissue indicated that BC339 could not promote hepatocyte proliferation after CL treatment (Fig. 7F and G). Interestingly, the Sox9, Lgr5, and Tert mRNA levels significantly decreased, suggesting that the Tet2 inhibitor did not promote hepatocytes de-differentiation into LPCs in the early regeneration phase after macrophage depletion (Fig. 7E). Because BC339 promotes IL-6 secretion from macrophages (Fig. 6), we further investigated whether BC339 directly promoted hepatocyte proliferation. We isolated primary hepatocytes from mice after PHx and stimulated them with IL-6. Stat3 and p-Stat3 were significantly activated in primary hepatocytes stimulated with IL-6 at different concentrations (Fig. S2D). However, BC339 did not considerably change Stat3 and p-Stat3 in hepatocytes (Fig. S2E).

**Fig. 7:**
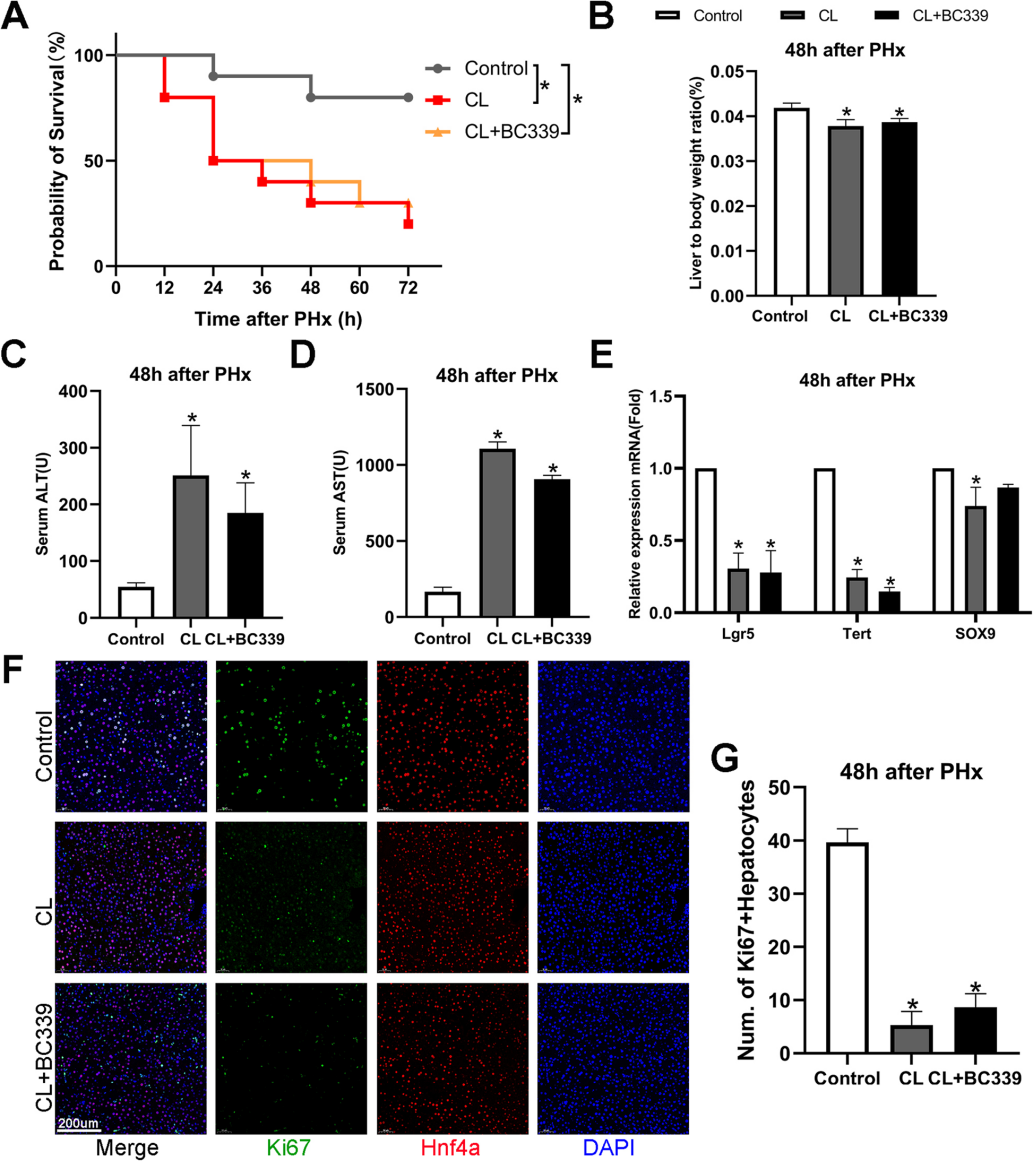
Tet2 chemical inhibitors promote liver regeneration dependent on macrophages. Mice were intraperitoneally injected with BC339 (20 mg/kg) every other day for 1 week. CL was used to deplete macrophages before and after PHx. We performed a modified 70% partial hepatectomy (PHx) model. Whole liver tissue was harvested 48 h after PHx. **A** Kaplan–Meier analysis was used to determine the survival rate of mice after PHx with the depletion of macrophages. We observed the survival rate of mice every 12 h and up until 72 h.** B** Mice were euthanized at 48 h after PHx. The liver-to-body weight ratio. Liver to body weight ratio = liver weight/body weight (g/g). **C**, **D** ALT (**C**) and AST (**D**) serum levels were measured 48 h after PHx. **E** The Tert, Lgr5, and Sox9 mRNA expression levels were examined using qPCR analysis. The gene was normalized to GAPDH mRNA levels in each sample. **F**, **G** Co-staining of Ki67 + and Hnf4α + (**F**) and the ratios of Ki67 + Hnf4α + hepatocytes are shown (**G**). (A, *n* = 10, B to D *n* = 6, E to G, *n* = 3, *p < 0.05.)

Our results illustrate that BC339 contributes to liver regeneration and promotes hepatocyte reprogramming into LPCs through macrophages. In addition, the function of Tet2 relied on macrophages and had no direct effect on hepatocytes.

## Discussion

Our study focuses on liver regeneration after PHx, which is essential for patients with liver diseases like HCC. HCC is the most common liver cancer, often related to hepatitis B in China [44]. Surgical options like resection and transplantation offer hope, but inadequate future liver remnant can lead to complications.

Hepatocyte reprogramming is associated with dynamic immune responses [45, 46]. Aberrant DNA methylation is linked to various pathological diseases, such as cancer [47], obesity [48], and inflammatory autoimmune disorders [49]. Epigenetic regulation also affects liver regeneration after PHx [50–52], and mice transplanted with Tet2-deficient hematopoietic cells display heightened macrophage cytokines [51]. Our study reveals that Tet2 in macrophages negatively regulates liver regeneration. Furthermore, Tet2 in macrophages inhibits Stat1 phosphorylation by interacting with Stat1 in the cytoplasm independent of methylase function. Sterile inflammation is common in injuries and can stimulate regeneration [53], and our findings confirmed that pro-inflammatory signals can directly induce liver regeneration. Moreover, the adoptive transfer of Tet2-deficient B cells inhibits IL-10 expression, suppresses HCC progression, and improves anti-PD-1 (programmed cell death protein 1) therapy for HCC [50]. Therefore, Tet2 inhibition offers anti-HCC effects and enhances liver regeneration after PHx, which could be a novel target for liver regeneration in patients with surgical indications. Itaconic acid (ITA), an intermediate product of the tricarboxylic acid cycle, is reportedly a potent inhibitor of the Tet-family DNA dioxygenases, suggesting that ITA could be a potential approach to promote liver regeneration after PHx [54]. Serum ITA level can be used as a latent predictor to assess the ability of liver regeneration after PHx in clinical application.

Our study also confirmed the published results that T cells contribute to liver regeneration during PHx [35]. T cells synergize with the cellular immune system to promote hepatocyte regeneration. T cell receptor (TCR)-β chain-deficient mice had a reduced liver regeneration capacity, characterized by impaired IL-6 secretion by macrophages and enhanced NK cell activation during PHx. Mice lacking nearly all T cell types display 75% mortality after PHx, whereas those lacking only γδ T cells exhibit impaired hepatocyte proliferation during liver regeneration [55]. TCR-β deficiency also activates the NK and NK T cells in the liver, reportedly reducing liver regeneration during PHx [56]. Our results only focused on NK cells, and NK cell depletion did not significantly affect liver regeneration. In summary, the synergic action between immune cells promotes liver regeneration, and the T cell activation may promote liver regeneration through macrophages. Hence, the crosstalk between immune cells can be deemed a potential liver regeneration target.

## Conclusion

Our study found that Tet2 in macrophages negatively regulates liver regeneration. Tet2 interacted with Stat1 to inhibit the expressions of proinflammatory factors and suppress liver regeneration. Tet2 inhibitor BC339 attenuated the interaction of Stat1 and Tet2, enhanced Stat1 phosphorylation, and promoted hepatocyte proliferation. Our results suggest that targeting Tet2 in macrophages can be a therapeutic strategy for treating patients with HCC after liver resection, and the crosstalk between immune cells can be a potential target for liver regeneration.

### Supplementary Information

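Between 0 and 24 h after PHx, few single genes of the sorted macrophages passed the test. Lists of secreted inflammatory mediators, glycolysis genes and endothelial markers were called higher at 24 h with camera's preset correlation and with fry, but not in camera with an estimated one (adjusted p = 0.101 for each with an estimated correlation), with 1 member of each past the test by itself. Among the genes tested, 10 rose and 6 fell at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 1335 had an unadjusted p under 0.05. Cxcl13, a chemokine that attracts B cells, rose from 5.23 ± 0.221 CPM (SD, n = 3) to 64.5 ± 24.2 CPM (n = 3). Its log2 fold change was 3.62 (standard error 0.38, adjusted p = 0.0124 from edgeR). Ppbp, a chemokine gene of platelets, rose from 16.4 ± 0.550 to 91.2 ± 26.0 CPM (log2 fold change 2.47, adjusted p = 0.0124 from edgeR). The transcription factor genes Snai1 and Nr4a2 had log2 fold changes of 2.78 and 1.83 (adjusted p = 0.0175 and 0.0417 from edgeR). Ramp2, a receptor subunit abundant in endothelium, rose by 1.71 on the log2 scale (adjusted p = 0.0175 from edgeR). On this scale Gm45837 rose by 1.79, Tspan7 by 1.55, Basp1 by 1.42 and Slc2a1, the glucose transporter gene, by 1.29 (adjusted p between 0.0294 and 0.0417 from edgeR). Thrsp, a gene of lipid synthesis, fell from 33.1 ± 6.09 to 4.52 ± 1.28 CPM (log2 fold change -2.87, adjusted p = 0.00755 from edgeR). Cdca3, a gene of mitotic entry outside the lists, fell from 15.9 ± 4.56 to 0.908 ± 0.280 CPM (adjusted p = 0.0168 from edgeR).
Of 37 inflammatory cytokine and chemokine genes, 1 rose (Cxcl13) and 0 fell (25 rose and 0 fell when adjusted over the list alone). None was lower at an unadjusted p under 0.05 or by DESeq2 or limma-voom. Their median log2 fold change was 1.46 (camera, adjusted p = 1.32e-22, and adjusted p = 0.101 with an estimated correlation). Il1b was at 477 ± 110 CPM at 0 h and 2316 ± 418 CPM at 24 h (adjusted p = 0.0774 from edgeR). It passed without 48 h replicate 1 or 2 (adjusted p = 0.0164 and 0.0287 from edgeR), with only the 6 libraries of these times (0.00812) and by DESeq2 (1.34e-07). Il6 was at 13.0 ± 10.9 and 46.1 ± 15.6 CPM (adjusted p = 0.51), and Cxcl10 at 62.7 ± 20.4 and 184 ± 42.7 CPM (adjusted p = 0.106, and 3.95e-05 by DESeq2). Of 19 glycolysis genes, 1 rose (Slc2a1) and 0 fell (11 rose when adjusted over the list alone). None was lower at an unadjusted p under 0.05 or by DESeq2 or limma-voom, and the median was 0.59 (adjusted p = 0.101 with an estimated correlation). Of 23 growth factor genes that act on hepatocytes, 0 passed (6 rose when adjusted over the list alone, 9 were higher at an unadjusted p under 0.05, and DESeq2 and limma-voom called 5 and 0). The median was 0.60 (adjusted p = 0.101 with an estimated correlation), and 0.27 without 0 h replicate 2 and 0.39 without 24 h replicate 2. Its most abundant members were Osm, with a log2 fold change of 0.76 (adjusted p = 0.772 from edgeR), and Tnf, with 1.85 (adjusted p = 0.152, and 0.000214 by DESeq2). Among markers of cell types, 1 of 28 for liver endothelial cells rose (Ramp2) and 25 did when adjusted over the list alone. The median was 1.05 with an adjusted p = 0.101 with an estimated correlation. Of 27 Kupffer cell markers, 0 passed (0 when adjusted over the list alone, 10 higher and 1 lower at an unadjusted p under 0.05, and 3 and 0 higher by DESeq2 and limma-voom). The median was 0.90 (adjusted p = 0.273 with an estimated correlation). Of 25 neutrophil markers, 0 passed (8 rose and 1 fell when adjusted over the list alone, 9 were higher and 3 lower at an unadjusted p under 0.05, and DESeq2 and limma-voom called 6 and 0 higher). Their median was 0.71 (camera, adjusted p = 0.00146, and adjusted p = 0.272 with an estimated correlation). The most abundant were S100a8, with a log2 fold change of 0.24 (adjusted p = 1 from edgeR), and S100a9, with 1.24 (adjusted p = 0.393, and 0.0298 by DESeq2). Neutrophils express some of the inflammatory genes above as well. Of 27 immediate-early and heat-shock genes, which rise during tissue dissociation as well as in activated cells, 19 had a higher mean at 24 h and 8 a lower one. For 9 of them every 24 h library lay above every 0 h library, and for 0 below. This list too passed camera upward with the preset correlation and not with an estimated one. These values do not tell handling from activation. Clec4f, a marker of Kupffer cells, was at 174 ± 116 CPM at 0 h and 400 ± 34.4 CPM at 24 h (adjusted p = 0.908 from edgeR). Id3 was at 289 ± 186 and 383 ± 102 CPM (adjusted p = 1). Tet2 was at 21.1 ± 3.41 CPM at 0 h and 24.8 ± 8.77 CPM at 24 h (log2 fold change 0.23, adjusted p = 1 from edgeR).
These lists were picked for description from all 38 after their values were seen. Over the 38 lists camera called 15 up and 3 down at 24 h, of which 0 passed with an estimated correlation. That setting called 0 lists in any comparison, so a call lost with it does not tell these lists apart. The 16 genes called became 69 with only the 6 libraries of these times, 374 with DESeq2 and 10 with limma-voom. The count was 2 without 0 h replicate 1, 1 without 0 h replicate 2 or 24 h replicate 3, 0 without 0 h replicate 3 or 24 h replicate 2, and 28, 32 and 10 without 48 h replicate 1, 2 and 3.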

**Additional file 1: Supplemental Figure 1. **(A) Gene Ontology (GO) enrichment scatterplot of the top 20 pathways of macrophages at 0 and 24 h after PHx. (B) Mice mRNA levels of Tet2 in whole liver tissue 0, 24, and 48 h were detected using qPCR after PHx. The genes were normalized to GAPDH mRNA levels in each sample. (C) Kaplan–Meier analysis was used to determine the survival rate of mice after PHx with BC339 treatment. (A and B,*n*=3, C, *n*=10, *p* <0.05.).

**Additional file 2: Supplemental Figure 2.**

## Data Availability

The raw data generated in the study for macrophages have been deposited at Gene Expression Omnibus (GEO, GSE233516) and are publicly available as of the publication date. The data used in the Tet2 analysis in Fig. 3 was downloaded from the TCGA (https://portal.gdc.cancer.gov/), GEPIA (http://gepia.cancer-pku.cn/), and GEO (GSE158864, GSE124395) databases. The human liver cell atlas can be interactively explored at http://human-liver-cell-atlas.ie-freiburg.mpg.de/. The graphical abstract was depicted using Biorender online website (https://app.biorender.com/), and have got the publication licenses (Agreement number: IM260P8LES; TD260P8ELD).

## Abbreviations

ALB: Albumin
ALT: Liver transaminase-alanine aminotransferase
AST: Aspartate aminotransferase
BC339: Bobcat339
Cxcl10: C-X-C motif chemokine ligand 10
HCC: Hepatocellular Carcinoma
HDAC: Histone deacetylase
HGF: Hepatocyte growth factor
Hnf4α: Hepatocyte nuclear factor 4 alpha
Ifit1: Interferon-induced protein with tetratricopeptide repeats 1
IFN-γ: Interferon gamma
IL-6: Interleukin 6
Irf1: Interferon regulatory factor 1
ITA: Itaconic acid
ITGAM: Integrin alpha M
Jak1: Janus kinase 1
Jak2: Janus kinase 2
KCs: Kupffer cells
Ki67: Marker of proliferation Ki-67
Lgr5: Leucine-rich repeat-containing G protein-coupled receptor 5
LPCS: Liver progenitor cells
MD: Molecular dynamics
MFI: Mean fluorescence intensity
PD-1: Programmed cell death protein 1

How the deposited data were processed for this re-analysis (not part of the article)

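RNA of macrophages sorted from mouse liver by F4/80 and CD11b at 0, 24 and 48 h following PHx was measured in 3 libraries per time. The authors deposited 1 table of whole-number counts per Ensembl gene and library, which they had not scaled to depth. Their processing notes name CASAVA 1.8, HISAT2 2.0.5 and featureCounts 1.5.0-p3, and the genome build and annotation are not given in the sources used here, so no coordinates are printed. The deposited counts are called estimated counts here because values that are multiples of 4 were in excess in every library (40.9% to 47.6% of the values from 4 to 40). No source states how they arose. A unit is therefore not 1 fragment, counting error is larger than the totals alone would give, and the test takes its error from the spread between libraries. Gene symbols came from a table of mouse gene names that matched 52073 of the 56691 gene IDs. IDs without a symbol took 1.63% to 3.32% of the counts of a library and stayed in the test, and all 9 columns of the table were used.
From the counts, genes with too few were left out with filterByExpr of edgeR (minimum count 10), which left 20204 genes. The libraries were scaled by TMM and fitted in 1 quasi-likelihood model with time as the only factor (edgeR 4.0.16, glmQLFit and glmQLFTest, R 4.3.3), and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05 and no fold-change minimum. Levels are CPM scaled by TMM with the SD over the 3 libraries. Totals of 53297943 to 67951168 per library are sums of these units, not of fragments, so they cannot show how far depth limits the results. In 3 pairs of libraries per time the chi-square of the counts per gene was at least 151, so no library was a copy of another. The 38 gene lists, written before the data were examined, were tested on log2 CPM (prior count 2) with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over all lists and comparisons, and again with an estimated correlation and with fry. The 3 cell cycle lists were also tested together, with p-values adjusted over the 3 comparisons only, and Fisher's exact test compared their share among the genes called higher with that among all genes tested. A list median takes genes at 0 in all libraries of a time at their fitted value, and was computed again with such genes at the bound that 3 counts over the time allow. The genes named were, by a rule written before the data were examined, those the paper names for macrophages, interferon signalling and liver cell types, the 10 largest rises and falls at 24 h and at 48 h against 0 h among genes past the threshold, with a mean of at least 10 CPM in the higher time and no overlap between libraries, and up to 4 members of each list described (those with the smallest p among members past the threshold, or the 2 most abundant where none passed). The lists described were picked after their values were seen. Cdca3, Ccna2 and Esco2 fall under these rules, and Lgr5, which the paper names, did not pass the filter. Of the genes chosen by the second rule at 48 h, immunoglobulin variable genes, whose reads may be shared with near-identical copies, are given as a group only.
The counting, filtering and testing steps were tested on simulated counts for 24 h against 0 h, in which 18986 genes passed the filter. At each of 4 fold sizes 50 genes were changed, and a set of 100 further genes was lowered by 1 on the log2 scale. All of these were drawn from genes above a minimum mean CPM at 0 h, so the recoveries do not cover genes of low level. The 48 h libraries were given the means of 0 h and the same spread, unlike the real ones. edgeR recovered 16 of 50 genes at a fold of 2, 41 at 4, 50 at 8 and 49 at 16, and of its 183 calls 20 were genes of the lowered set and 7 unchanged genes. DESeq2 recovered 25, 46, 50 and 49, and of its 282 calls 46 were in the lowered set and 66 unchanged. limma-voom recovered 16, 39, 47 and 49, with 16 genes of the lowered set and 4 unchanged genes among 171 calls. The lowered set had a median of -1.03 (camera, p = 2.68e-56 with the preset correlation and p = 1.18e-06 with an estimated one). Each gene was drawn independently, so these p-values do not show how camera behaves on genes that vary together, as in the real libraries.
The alternatives tried were RLE and upper-quartile factors, no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, only the libraries of the 2 times compared, the replicate number as a block, counts thinned to the smallest total, the 20 most-counted genes left out, a log2 fold change of at least 1, an estimated correlation, fry, each library left out in turn, and, added after the data were examined, counts divided by 4 and the p of the combined cell cycle list adjusted with those of the 38 lists. The alternative with DESeq2 had been set down as a Wald test, and for the question of a change at any time its likelihood-ratio test was run in place of it, since a Wald test takes 1 coefficient.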

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

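The tests of scaling, precursor markers, labels, other cells, depth and mitochondrial share were chosen after the results were seen, and the splits of the libraries and the test of pairs of 48 h libraries before.

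Over the cell cycle and division lists together, the median was below 0 at 24 h against 0 h, with 4 of 142 genes past edgeR. Adjusted with the 38 lists, the list's call held with the preset correlation (camera, adjusted p = 9.97e-35). It was lost only with an estimated correlation as well (camera, adjusted p = 0.0799). Over 4 scalings (RLE, upper quartile, thinned counts and the 20 most-counted genes left out) the highest median log2 fold change was -1.30. This argues against scaling or a few abundant genes as the whole cause. Thinning removes single units, which are not fragments, so it cannot settle depth. The median total was 60839106 at 24 h and 56098278 at 0 h, so the 24 h libraries were not shallower as a group. Fewer cycling myeloid precursors in the sort at 24 h could not be excluded, since 9 precursor markers, listed after the data were examined and 7 of them also in the neutrophil list, had a median of 0.33 (standard error 0.63), with Ngp at 7.56 CPM at 0 h and 70.2 CPM at 24 h and Prtn3 at 35.9 and 13.1 CPM, and a sort on F4/80 should remove most of them. An exchange of all labels between 0 h and 24 h cannot be told apart from a true fall, because every 24 h library lay below every 0 h library in the mean of these lists, although 28 of 28 endothelial markers had a 24 h mean between those at 0 h and 48 h. A change with time after PHx stays open and was not tested apart from these.

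Markers of liver endothelial cells (median log2 fold change 4.27), B cells (4.56), T cells (3.66) and NK cells (3.39, or 3.51 with 1 gene at 0 counts set to its bound, and 5.48 without 0 h replicate 3) were higher at 48 h than at 0 h, with adjusted p = 0.101, 0.147, 0.149 and 0.183 with an estimated correlation. The lowest endothelial median over the 4 scalings was 4.11, which argues against scaling. The endothelial median exceeded the highest of the hepatocyte, stellate cell and cholangiocyte medians by 4.14 (standard error 0.46). This argues against a like rise of all other liver cell types. It cannot exclude a lower share of macrophages with endothelial and lymphoid cells in their place. RNA of endothelial and lymphoid cells in the 48 h samples may be a source, although a sort on F4/80 and CD11b should remove such cells. Of 28 endothelial markers 28 were higher, among them Oit3 at 14.2 CPM at 0 h and 552 CPM at 48 h and Kdr at 15.4 and 405 CPM. That rise is the pattern itself, so it cannot tell such RNA from a change of expression in the sorted cells. At 0 h 28 of the 28 endothelial, 12 of the 21 B cell, 2 of the 23 T cell and 4 of the 16 NK cell markers reached 1 CPM. A change of expression in the sorted cells with time stays open and was not tested.

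The 48 h libraries lay further apart, had fewer genes detected and a higher mitochondrial share. After thinning to 1 total, the highest number of genes detected at 48 h was 22856 and the lowest at the other times 23207. Thinning removes single units, which are not fragments, so it hardly mimics a lower depth and cannot settle depth. Unthinned, 48 h replicates 1 and 2 had totals of 67951168 and 61087818, above the median totals at 0 h and 24 h. Their 22986 and 20549 genes detected were below every library of those times, which argues against depth for these 2. Replicate 3 had the smallest total, 53297943. Without any 1 library of 48 h the biological coefficient of variation was at least 0.740, against 0.435 at 24 h. By this measure the values argue against 1 library as the cause. The correlation of log2 CPM was 0.866 between 48 h replicates 2 and 3, against 0.876 and 0.882 in their pairs with replicate 1. The chi-square of the counts per gene went the other way. It was 224 between replicates 2 and 3, against 913 and 539 with replicate 1, so replicate 1 stood apart on this measure. RNA quality or preparation that differed at 48 h cannot be told apart from the time after PHx, since the lowest mitochondrial share at 48 h, 7.06%, was above all others and the labels give no preparation date, while the paper states a minimum RNA integrity for its libraries. A biological change of the cells by 48 h stays open and was not tested.

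Lists past camera at 24 h against 0 h went the opposite way from 24 h to 48 h in 13 results (adjusted p 1.68e-12 to 0.0181, and adjusted p = 0.101 to 0.299 with an estimated correlation; 13 passed fry). The difference between the intervals was not tested itself, and both share the 24 h libraries, so that a shift of these alone gives opposite directions. The median log2 fold changes from 24 h to 48 h were 1.09 for the cell cycle and division lists together, 0.71 for G1/S and DNA replication, 1.40 for mitosis (0.93 without 48 h replicate 2) and 1.23 for cytokinesis. They were -3.84 for inflammatory cytokines and chemokines, -1.11 for reparative and anti-inflammatory genes, -0.77 for growth factors for hepatocytes (-0.49 and adjusted p = 0.0519 from camera without 48 h replicate 3) and -1.86 for glycolysis. They were -0.82 for the unfolded protein response, -1.58 for immediate-early and heat-shock genes, -0.67 for matrix remodelling enzymes, -1.53 for neutrophil markers and -1.88 for acute-phase proteins.

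Markers of cell types higher at 48 h than at 0 h gave 9 results (adjusted p 1.92e-33 to 0.0442, and adjusted p = 0.101 to 0.403 with an estimated correlation; 7 passed fry). Besides the endothelial and lymphoid lists, the medians were 1.69 for Kupffer cells, 2.21 for eosinophils, basophils and mast cells, 2.48 for dendritic cells, 3.00 for erythroid cells and 1.77 for mesothelial cells and peritoneal macrophages. Without 48 h replicate 1 they were 1.08 for Kupffer cells and 1.32 for eosinophils, basophils and mast cells. The mesothelial list lost its call without 0 h replicate 1 or 3 (adjusted p = 0.0577 and 0.0775 from camera), 24 h replicate 3 (0.0526), and 48 h replicate 1 or 3 (0.0863 and 0.075). The paper's flow cytometry covered all liver immune cells, not these libraries. It found no significant difference after PHx in the shares of Kupffer cells and monocyte-derived macrophages among macrophages. The paper also states that B cells decreased, that NK cells were back at 48 h and that T cells did not vary significantly (Fig. 2B to D).

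The 6 libraries of a comparison make 10 splits, the real one included, too few for a share under 0.05. The numbers of splits as large given here count the real one. At 24 h against 0 h, 16 genes were called and at most 1 in the other splits (1 split as large, the real one), and the absolute cell cycle median was 1.34 and at most 0.69 (1 split as large, the real one). At 48 h against 0 h, 3801 genes were called and 0 in the other splits (1 split as large, the real one), and the absolute median was 0.18 and up to 0.44 (6 splits as large, the real one included). At 48 h against 24 h, 4010 genes were called and at most 1 (1 split as large, the real one), and the absolute median was 1.09 and at most 0.71 (1 split as large, the real one). For a change at any time, 60 of 280 splits of the 9 libraries were drawn. The real one gave 3789 genes and the highest other 3138 (1 split as large, the real one). That other split kept the 3 libraries of 48 h together, so the count follows these libraries standing apart. It does not tell time from preparation at 48 h and says nothing of 24 h against 0 h. Chance differences between animals are not excluded, since the libraries of a time may not be separate mice.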

How the results depend on the processing

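Of 48 list results, 881 values over 20 settings kept their direction and side of the threshold, 64 lost the threshold and 15 changed sign, and of 82 gene results over 20 settings 1466 kept both, 143 lost the threshold, 13 passed it newly and 16 changed sign. DESeq2, limma-voom and the minimum fold change give no value for a list, and the estimated correlation, fry and the minimum fold change none for a gene. There was none for Nek2 with at least 10 counts in every library and for mt-Cytb without the 20 most-counted genes. None that changed sign had passed the test. Where no cause is given, the cause was not tested. For 48 h against 0 h the median of the cell cycle lists together was -0.35 with upper-quartile factors (adjusted p = 0.0567), -0.16 with no filter on low counts (0.127), -0.02 (-0.01816) with at least 10 counts in every library (0.297), and -0.1818 with an estimated correlation (adjusted p = 0.467) and with fry (0.0968). With 1 library left out it ranged from -0.33 without 48 h replicate 2 to -0.006056 without 0 h replicate 3. With the replicate block, where the numbers do not pair the libraries, it was -0.42 (adjusted p = 0.0316). For 48 h against 24 h it was 1.09 with an estimated correlation (adjusted p = 0.137). Adjusted with the 38 lists, which was chosen after the data were examined, the combined list had an adjusted p = 0.0704 for 48 h against 0 h (median -0.1818), and with an estimated correlation as well 0.0799 for 24 h against 0 h (median -1.34), 0.65 for 48 h against 0 h and 0.232 for 48 h against 24 h. Of the 72 calls of single lists, 0 held with an estimated correlation. Among those lost was the endothelial list at 48 h against 0 h, although every 48 h library lay above every 0 h library for 28 of its 28 members. A call lost with this setting therefore does not tell the lists apart. Genes called at 24 h against 0 h numbered 96 with no filter, 67 with at least 10 counts in every library, 374 with DESeq2, 10 with limma-voom, 69 with only the libraries of both times, 2 with the replicate number as a block, and 0 to 32 with 1 library left out, the lowest without 0 h replicate 3 and the highest without 48 h replicate 2. They numbered 2280 without 0 h replicate 1 to 4198 without 48 h replicate 1 at 48 h against 0 h, and 2617 without 24 h replicate 1 to 4460 without 48 h replicate 1 at 48 h against 24 h.

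For 48 h against 0 h, upper-quartile factors, which shift the median of all genes by -0.15, gave Alb -0.12 (-0.1175), cholangiocyte markers -0.008437, G1/S and DNA replication -0.13 and stellate cell and fibroblast markers -0.14. limma-voom gave Alb -0.1229, and the replicate block gave Alb -0.02148, cholangiocyte markers -0.07921 and G1/S -0.07074. At least 10 counts in every library gave cytokinesis 0.34, thinning gave stellate cell markers -0.007152 and counts divided by 4, chosen after the data were examined, gave them -0.0377. With 1 library left out, Adgre1 ranged from -0.75 to 0.25, Alb from -0.17 to 0.44, G1/S from -0.08251 to 0.22, stellate cell markers from -0.11 to 0.32 and hepatocyte markers from -0.26 to 0.21. For 24 h against 0 h, limma-voom gave Kif23 0.005846, and with 1 library left out Kif23 ranged from -0.39 to 0.39, Slbp from -0.06542 to 0.30, S100a8 from -0.07632 to 0.77 and Tet2 from -0.09008 to 0.40. For a change at any time DESeq2's likelihood-ratio test stood in for the Wald test set down before. How far depth limits the results, beside the spread between 3 libraries of a time, cannot be read from totals of units that are not fragments.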

Differences from the paper's values

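The paper states that cell division and cycle pathways were raised after PHx (Fig. S1A, 0 and 24 h), and prints no value for this in its text. Here, over the 142 genes of the cell cycle and division lists together, the median log2 fold change at 24 h against 0 h was -1.34 (camera, adjusted p = 0.00751 with an estimated correlation over 3 comparisons and 0.0799 over these and the 38 lists), with 4 genes lower and 0 higher by edgeR (61 lower and 0 higher at an unadjusted p under 0.05, 37 and 0 by DESeq2, and 1 and 0 by limma-voom). None of the alternatives set before the data were examined gave a median above 0 at 24 h or a gene called higher among them. At 48 h against 0 h, 5 were higher and 12 lower. Values in the paper's direction are the rise from 24 h to 48 h, where 32 genes were higher and 1 lower (18 higher without 24 h replicate 1, and 20 without replicate 2 or 3), and 32 of 2070 genes called higher, or 1.55%, were in the lists (Fisher's exact test, one-sided, p = 1.41e-05). That test takes genes as independent, and the list's call for this interval was lost in camera (adjusted p = 0.137 with an estimated correlation, and 0.232 when adjusted with the 38 lists). A test that does not regard direction gives an excess at 24 h too, with 4 of the 16 genes called in the lists (Fisher's exact test, one-sided, p = 3.99e-06), as does a test of genes called lower, with 4 of 6 (p = 3.47e-08). Both of these rest on the 4 genes, of which 0 kept their call without any 1 of 0 h replicate 1, 2 and 3, 24 h replicate 2 and 3 and 48 h replicate 3, 1 without 24 h replicate 1 and 4 without 48 h replicate 1 or 2. List genes other than these 4 called lower numbered 1 without 48 h replicate 3 and 6 and 7 without 48 h replicate 1 and 2. These 3 tests of shares were chosen after the values were seen. The paper's text names no test for its pathways. The legend of the figure gives p < 0.05 for its panels together, without saying whether it was adjusted, and the paper's gene sets are not those used here.

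The paper's flow cytometry of all liver immune cells is a different measurement on other samples. It found no significant difference after PHx in the shares of Kupffer cells and monocyte-derived macrophages among macrophages. B cells decreased at both times in it (Fig. 2B and C). In the RNA at 48 h against 0 h, 13 of 27 Kupffer cell markers were higher (adjusted p = 0.372 with an estimated correlation) and 20 of 30 markers of monocytes and monocyte-derived macrophages lower and 1 higher (adjusted p = 0.147 with an estimated correlation). There 19 of 21 B cell markers were higher (adjusted p = 0.147 with an estimated correlation). Kupffer cell markers had a median of 1.08 without 48 h replicate 1, against 1.69 with all libraries.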

Other observations

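At 48 h after PHx, lists of inflammatory mediators, monocyte markers and glycolysis genes of the sorted macrophages were called lower than at 0 h, and interferon-gamma targets, class II molecules and mitochondrially encoded genes higher, with camera's preset correlation and with fry. With an estimated correlation each of these calls was lost (adjusted p = 0.23, 0.147, 0.147, 0.177, 0.252 and 0.356 in this order). Over all genes tested, 1992 rose and 1809 fell at 48 h against 0 h (edgeR), with 1303 and 977 without 0 h replicate 1 and 991 falls without 0 h replicate 2. Which direction held more genes depended on the choices, with 1674 rises and 2360 falls with upper-quartile factors, 1875 and 2049 with limma-voom and 2714 and 2379 with DESeq2. Of 37 inflammatory cytokine and chemokine genes 22 fell and 4 rose (23 and 5 when adjusted over the list alone), among them Cxcl2, a chemokine that attracts neutrophils, from 4890 ± 1753 CPM (SD, n = 3) to 132 ± 51.9 CPM, and Nfkbia, an inhibitor of NF-kappaB, with a log2 fold change of -2.96 (adjusted p = 6e-05 from edgeR). Of 30 markers of monocytes and monocyte-derived macrophages 20 fell and 1 rose (22 and 1 when adjusted over the list alone; adjusted p = 0.147 with an estimated correlation), with Cd14 at -4.17 and Vcan at -3.99. Of 19 glycolysis genes 12 fell and 0 rose (13 and 0 when adjusted over the list alone, 13 and 1 at an unadjusted p under 0.05, and 13 and 0 by both DESeq2 and limma-voom; adjusted p = 0.147 with an estimated correlation), with Eno1 at -2.37 and Pkm at -2.29. Of 36 interferon-gamma targets 14 rose and 1 fell (15 and 2 when adjusted over the list alone; adjusted p = 0.177 with an estimated correlation), with the chemokine gene Cxcl9 at 4.60 and Serpina3g at 4.26. Of 12 genes of class II presentation 8 rose and 2 fell (9 and 2 when adjusted over the list alone; adjusted p = 0.252 with an estimated correlation), with H2-Ab1 at 1.72 and H2-Eb1 at 1.60. Of 27 Kupffer cell markers 13 rose (17 when adjusted over the list alone; adjusted p = 0.372 with an estimated correlation). Of 13 mitochondrially encoded genes 11 rose (12 when adjusted over the list alone; adjusted p = 0.356 with an estimated correlation), with mt-Cytb at 2.27. Of 27 immediate-early and heat-shock genes, which rise during tissue dissociation as well as in activated cells, 17 fell and 0 rose (21 and 0 when adjusted over the list alone, 22 and 0 at an unadjusted p under 0.05, 19 and 0 by DESeq2 and 18 and 0 by limma-voom). Their median was -1.40 (camera, adjusted p = 1.47e-08, and adjusted p = 0.156 with an estimated correlation). The 48 h libraries also held the endothelial and lymphoid markers given above, and class II genes are expressed by B cells and dendritic cells as well.

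Of genes the paper names, Tet2 was at 21.1 ± 3.41 CPM at 0 h and 15.7 ± 6.34 CPM at 48 h (log2 fold change -0.43, adjusted p = 0.409 from edgeR). With 1 library of 48 h left out it was -0.27 without replicate 1, -0.76 without replicate 2 and -0.23 without replicate 3 (adjusted p = 0.628, 0.103 and 0.708). Jak1 (1.62, adjusted p = 6.21e-05), Irf1 (1.12, adjusted p = 0.0374), Hgf (1.31, adjusted p = 0.0263) and the Kupffer cell marker Clec4f (2.51, adjusted p = 0.0296) rose. The same 48 h libraries held the endothelial and lymphoid markers given above. These values therefore do not tell a rise within macrophages from RNA of other cells. Irf1 lost its call without 0 h replicate 1, 2 or 3 (adjusted p = 0.0888, 0.0734 and 0.131), without 24 h replicate 3 (0.0518) and without 48 h replicate 3 (log2 fold change 0.65, adjusted p = 0.0927). Hgf lost it without 0 h replicate 2 or 3 (adjusted p = 0.1 for both) and without 48 h replicate 3 (0.0732). Clec4f lost it without 0 h replicate 1 or 2 (adjusted p = 0.11 and 0.103) and without 48 h replicate 1 (log2 fold change 1.39, adjusted p = 0.102). Il6 (-3.18, adjusted p = 0.00974), Il10 (-3.47, adjusted p = 0.00936), Itgam (-1.62, adjusted p = 0.00613) and Ly6c2 (-2.16, adjusted p = 0.00213) fell. Adgre1, the gene of F4/80, had a log2 fold change of -0.13 (adjusted p = 0.857). The sort gated on F4/80 and CD11b, so levels of Adgre1 and Itgam are not evidence of a change of cells. The lists described were picked from all 38 after their values were seen. At 48 h against 0 h 2673 genes met the naming rule before its limit of 10 per direction, and the largest rises among them were mostly immunoglobulin variable genes.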
